# Reciprocal regulation of the *Il9* locus by counteracting activities of transcription factors IRF1 and IRF4

**DOI:** 10.1038/ncomms15366

**Published:** 2017-05-12

**Authors:** Lucia Campos Carrascosa, Matthias Klein, Yohko Kitagawa, Christina Lückel, Federico Marini, Anika König, Anna Guralnik, Hartmann Raifer, Stefanie Hagner-Benes, Diana Rädler, Andreas Böck, Cholho Kang, Michael Lohoff, Holger Garn, Bianca Schaub, Friederike Berberich-Siebelt, Shimon Sakaguchi, Tobias Bopp, Magdalena Huber

## Abstract

The T helper 9 (Th9) cell transcriptional network is formed by an equilibrium of signals induced by cytokines and antigen presentation. Here we show that, within this network, two interferon regulatory factors (IRF), IRF1 and IRF4, display opposing effects on Th9 differentiation. IRF4 dose-dependently promotes, whereas IRF1 inhibits, IL-9 production. Likewise, IRF1 inhibits IL-9 production by human Th9 cells. IRF1 counteracts IRF4-driven *Il9* promoter activity, and IRF1 and IRF4 have opposing function on activating histone modifications, thus modulating RNA polymerase II recruitment. IRF1 occupancy correlates with decreased IRF4 abundance, suggesting an IRF1-IRF4-binding competition at the *Il9* locus. Furthermore, IRF1 shapes Th9 cells with an interferon/Th1 gene signature. Consistently, IRF1 restricts the IL-9-dependent pathogenicity of Th9 cells in a mouse model of allergic asthma. Thus our study reveals that the molecular ratio between IRF4 and IRF1 balances Th9 fate, thus providing new possibilities for manipulation of Th9 differentiation.

## Abstract (web summary)

IFN-γ signalling inhibits production of IL-9, the defining cytokine of the Th9 cell subset. Here the authors show that IFN-γ does this by driving IRF1 to compete with IRF4 for *Il9* promoter binding and skewing these cells towards a Th1 phenotype, an effect that reduces asthmatic inflammation in mice.

The generation of T helper (Th) subsets enables specific targeting of pathogens. Signals triggered by antigen recognition, costimulation and cytokines lead to the activation and differentiation of naive T cells by inducing a network of interacting transcription factors that guide their differentiation into distinct Th subsets. The expression of hallmark cytokines characterizes each subset and outlines their specific effector properties^1^. Interferon (IFN)-γ-producing Th1 cells express the master regulator T-bet and promote clearance of intracellular pathogens, whereas Th2 cells secreting interleukin (IL)-4, IL-5 and IL-13 are characterized by the master transcription factor GATA3 and contribute to immunity against helminths. IL-17-, IL-21- and IL-22-producing Th17 cells depend on the lineage-specific transcription factor retinoic acid–related orphan receptor-γt (RORγt) and have a fundamental function in protection from extracellular bacterial and fungal infections. However, Th cell subsets can exert both beneficial and detrimental effects; Th1 and Th17 cells have been implicated in autoimmune tissue inflammation, and Th2 cells can contribute to allergy and asthma^1^,^2^,^3^,^4^,^5^. Furthermore, although Th9 cells (characterized by IL-9 production) are involved in immunity against helminths^6^ and antitumour responses^7^,^8^,^9^, these cells also contribute to immunopathologies, including asthma^10^,^11^,^12^, atopic dermatitis^13^, autoimmunity^14^ and colitis^15^. Hence, unraveling the transcriptional network that regulates Th9 differentiation is pivotal for understanding protective as well as pathogenic effects in atopic and autoimmune diseases.

Th9 cell differentiation is dictated by the cytokine transforming growth factor-β (TGF-β) in combination with IL-4 (refs 6, 16), cytokines that shape the transcriptional Th9 network in concert with T-cell receptor (TCR)-induced and IL-2-induced signals. TGF-β-induced PU.1 binds directly to the *Il9* promoter and probably enhances IL-9 production by modulating permissive histone acetylation at the *Il9* locus^10^,^17^. CD4^+^ T cells deficient in IL-2 do not produce IL-9 and this defect can be reversed by the addition of exogenous IL-2, which induces signal transducer and activator of transcription factor 5 (STAT5)-mediated activation of the *Il9* promoter^18^,^19^,^20^. IL-4 via STAT6 signalling positively regulates Th9 differentiation by enhancing *Il9* promoter activity^21^,^22^ and by upregulating the transcription factor GATA3, which promotes Th9 fate^16^,^23^. Furthermore STAT6 signalling counteracts the IL-9-suppressing transcription factor Foxp3 (refs 16, 24, 25). Importantly, IL-2/STAT5 (ref. 26) and IL-4/STAT6 (ref. 22) as well as TCR signalling^27^ promote the expression of interferon regulatory factor 4 (IRF4), which is essential for Th9 differentiation^11^.

The IRF family of transcription factors consists of nine members; each IRF comprises of a well-conserved DNA-binding domain (DBD), but most IRFs also contain an IRF association domain, which is responsible for homologous as well as heterologous interactions^27^. Compared to other members of the IRF family, IRF4 has lower affinity for the consensus binding motif termed interferon-stimulated response elements (ISRE). IRF4 rather binds cooperatively with other transcription factors to composite regulatory elements^28^,^29^. In conjunction with the activator protein 1 (AP-1) family member BATF, IRF4 binds preferentially to AP-1-IRF4 composite element (AICE) motifs^30^,^31^,^32^,^33^, whereas complexes of IRF4 and proteins from the ETS family, including PU.1, interact at ETS-IRF composite element (EICE) motifs^34^,^35^. IRF4 and BATF are crucial factors for Th9 differentiation^12^ and consequently, IRF4- or BATF-deficient mice are resistant to Th9-dependent allergic airway disease^11^,^12^. The importance of IRF4 is further demonstrated in T cells deficient in the tyrosine kinase Itk, which is an important component of TCR-mediated signalling. Altered TCR signalling in these cells leads to IL-9 inhibition due to attenuated IRF4 expression, which can be rescued by IL-2/STAT5-mediated IRF4 induction^26^. Hence, IRF4 has not only a fundamental role in the differentiation of Th9 but is also known to control Th2, Th17, T follicular helper and T regulatory cell specification^27^.

The first member of the IRF family, IRF1, favours Th1 differentiation in an intrinsic manner by enhancing the expression of IL-12 receptor β1 subunit^36^ and also in a T-cell-extrinsic manner by increasing IL-12 production by antigen-presenting cells^37^,^38^. Conversely, IRF1 suppresses the production of IL-4, IL-5 and IL-13 in Th2 cells^39^,^40^. Thus IRF1 balances Th1 versus Th2 differentiation, and dysregulated *IRF1* consistently associates with atopy^41^ and allergic asthma^42^, immunopathologies linked to both Th2 and Th9 cells. IRF1 is expressed at low levels by most cell types and is induced by various stimuli, including IL-1, lipoploysaccharide, tumour necrosis factor and IFNs. In Th2 cells, IFN-γ stimulation in combination with TCR signalling, strongly upregulates IRF1 expression leading to its increased binding to ISRE, thus inhibiting IL-4 production^39^. Likewise, IFN-γ is known to inhibit IL-9 production via STAT1 (refs 19, 43); however, the exact cellular mediators downstream of STAT1 are not known^44^. Three conserved non-coding sequences (CNS) have been described for the *Il9* locus, CNS0, 1 and 2, whereby the promoter (CNS1) harbours important transcription factor-binding sites for *Il9* regulation^45^. Among them, several ISRE motifs can be found and IRF1 as well as IRF4 bind to the *Il9* promoter^9^,^11^. Considering these findings and that both IRF1 and IRF4 can be upregulated in Th9 cells^9^,^11^, we speculated on a yet unknown interference between these two IRFs during Th9 differentiation.

Here we provide evidence that IFN-γ-mediated upregulation of IRF1 limits IL-9 production in human and mouse Th9 cells. IRF1 suppresses IRF4-driven IL-9 production and counteracts IRF4-driven *Il9* promoter transactivation. Decreased IRF4 abundance correlates with IRF1 binding at the *Il9* locus, suggesting possible competitive binding among these factors. Furthermore, IRF4 and IRF1 display opposing activities on the chromatin state, thus possibly contributing to differential RNA polymerase II recruitment to *Il9*. Genome-wide analyses reveal that IRF1 imprints Th9 cells with a Th1/IFN-associated gene signature, while suppressing Th9 genes. Consistently, IRF1 suppresses Th9 cell-mediated allergic airway disease in an IL-9-dependent manner. Collectively, our data reveal direct opposing activities between IRF members on Th9 differentiation.

## Results

### IRF1 suppresses IRF4-dependent IL-9 production in Th9 cells

To examine whether there is a mutual regulation between IRF1 and IRF4 expression in Th9 cells, we determined IRF1 and IRF4 protein levels in the presence or absence of IFN-γ, which is a known IRF1 inducer^46^. As expected, IRF1 was strongly upregulated by IFN-γ in Th9 cells (Fig. 1a,b) in a STAT1-dependent manner (Supplementary Fig. 1a,b). The upregulation of IRF1 by IFN-γ did not affect the levels of co-expressed IRF4 and vice versa (Fig. 1a,b). Furthermore, neither the expression of several transcription factors involved in Th9 differentiation^10^,^12^,^16^,^18^,^21^,^22^,^23^,^24^,^25^ including PU.1 (encoded by *Spi1*), BATF, GATA-3 and T-bet nor the phosphorylation levels of STAT3 and STAT5 were significantly affected by IRF1-deficiency (Supplementary Fig. 1c–g). The expression of Foxp3, which represses Th9 differentiation^16^,^22^,^25^, was slightly upregulated in *Irf1*^*−/−*^ as compared to wild-type (WT) Th9 cells (Supplementary Fig. 1h).

Although IRF1 did not interfere with the levels of IRF4 and other transcription factors contributing to Th9 differentiation, it was still conceivable that it affects IL-9 expression in Th9 cells by other mechanisms. To test this possibility, we sorted naive CD62L^+^CD44^*−*^CD4^+^ WT, *Irf1*^*−/−*^ and *Stat1*^*−/−*^ cells, cultured them under Th9-skewing conditions in the presence or absence of IFN-γ and analysed IL-9 production. IFN-γ suppressed the proportion of IL-9-producing WT cells, which is consistent with previous findings^19^, while it rather supported the generation of IL-9-producing cells in the absence of IRF1 or STAT1 (Fig. 1c), indicating that IFN-γ suppressed IL-9 production in Th9 cells via STAT1-induced IRF1. Thus, in contrast to the known positive regulation of IL-9 by IRF4^2^, IRF1 displayed an opposite effect when induced by IFN-γ, implying that there might be an interference between these two transcription factors during IL-9 regulation in Th9 cells.

To proof this hypothesis, we co-transfected *Irf4*^*−/−*^ Th9 cells, which produce low amounts of IL-9, with a retroviral vector encoding IRF4 tagged with green fluorescent protein (GFP) (IRF4-GFP-RV) and with a vector encoding Thy1.1-tagged IRF1 (IRF1-Thy1.1-RV) or with corresponding control empty vectors (Control-Thy1.1-RV, Control-GFP-RV). Then the cells were analysed for IL-9, IRF1 and IRF4 expression. While cells that were transduced with neither virus displayed low IL-9 positivity (Thy1.1^*−*^GFP^*−*^), as expected, a substantial proportion of the cells transduced with IRF4-GFP-RV (Thy1.1^*−*^GFP^+^) highly produced IL-9 (Fig. 1d). This effect was reversed in cells that had been co-infected with IRF1-Thy1.1-RV (Thy1.1^+^GFP^+^, Fig. 1d, bottom panel). The suppression was specific for IRF1 because the Control-Thy1.1-RV did not diminish IRF4-driven IL-9 production significantly (Thy1.1^+^GFP^+^, Fig. 1d, upper panel). Importantly, IRF1-mediated inhibition of IL-9 production was dose-dependent and restricted to IRF4-promoted IL-9 production (Fig. 1e). The high expression of GFP and Thy1.1 correlated with high IRF1 and IRF4 expression in *Irf4*^*−/−*^ Th9 cells transduced with IRF4-GFP-RV and IRF1-Thy1.1-RV, respectively (Supplementary Fig. 2a). Of note, the relative intensities of GFP and Thy1.1 tags representing the relative expression of IRF1 and IRF4 correlated with IRF4 and IRF1 protein levels (Supplementary Fig. 2b,c). Thus these results imply that IRF1 suppresses IRF4-driven IL-9 production in a quantitative manner.

### IRF1 and IRF4 control the *Il9* locus

Since IRF4 and most transcription factors related to *Il9* locus regulation exert their function through direct binding to the *Il9* promoter^45^, we analysed IRF4 and IRF1 binding and their functional interference at the *Il9* promoter. For this, we performed reporter assays in non-polarized CD4^+^ T cells transfected with an *Il9* promoter-luciferase construct (pGL3-*Il9*) and IRF1- and/or IRF4-encoding plasmids. Co-transfection of the *Il9* promoter-luciferase construct with IRF4 resulted in transactivation (Fig. 2a), as previously described^11^. Consistent with the repressive activity of IRF1 on IRF4-mediated IL-9 production, the co-transfection of IRF1 suppressed IRF4-driven *Il9* promoter activity in non-polarized CD4^+^ T cells (Fig. 2a). The inhibitory IRF1 effect was dose- dependent and relied on the DBD (Fig. 2b,c), suggesting that IRF1 might directly interfere with the transactivating effects of IRF4 at the *Il9* promoter. We further confirmed the role of IRF1 DBD on IL-9 production in Th9 cells using overexpression of retroviral vectors encoding IRF1ΔDBD (IRF1ΔDBD-GFP-RV), IRF1 (IRF1-GFP-RV) or control vector (Control-GFP-RV) (Supplementary Fig. 3a,b).

In order to evaluate the underlying molecular mechanisms of IRF1- and IRF4-dependent *Il9* regulation, we performed chromatin immunoprecipitation (ChIP) with IRF4- and IRF1-specific antibodies in Th9 cells followed by sequencing (ChIP-Seq) as described^47^. To determine the permissive histone marks of regions bound by IRF1 or IRF4, we included ChIP-Seq analyses for acetylated histone H3 at Lys27 (H3K27-Ac), which is found in active regulatory regions^48^. We identified high-confidence genome-wide binding regions for IRF4; interestingly approximately 60% of these IRF4 peaks were lost upon IFN-γ signalling (15,174 of the 24,457 IRF4 peaks lost, Fig. 2d). We analysed the occurrence of AICE, EICE and ISRE motifs coinciding with IRF1 and IRF4 peaks. As previously described^30^,^31^,^32^,^33^, IRF4 binding highly associated with AICE motif prevalence, whereas ISRE as well as EICE motifs were rather bound with lower frequency by IRF4 in Th9 cells (Fig. 2e). In contrast, IRF1 peaks highly correlated with ISRE occurrence in Th9 cells upon IFN-γ treatment, as expected (Fig. 2e). Consistent with motif analyses, IRF1 and IRF4 binding did overlap in some regions (Supplementary Fig. 3c).

Next we focused on the *Il9* locus and determined IRF4-binding sites within CNS1. Considering IRF4 preferential genome-wide binding to AICE, we surprisingly found that two mutations (termed M1 and M3) in ISRE motifs (in the region termed IRF-CNS1) abrogated IRF4-promoted *Il9* promoter activity in luciferase assays indicating that these ISRE are crucial for positive regulation of *Il9* promoter activity by IRF4 (Fig. 2f). Interestingly, we detected higher IRF4-binding density in Th9 cells than in Th9 cells treated with IFN-γ mainly at CNS1 and CNS0 and (to a smaller extent) also at CNS2 of the *Il9* locus (Fig. 2g,h). In contrast, IRF1 binding to the *Il9* locus was induced by treatment of Th9 cells with IFN-γ (Supplementary Fig. 3d). IRF1 bound at CNS1 as previously described^9^ as well as at CNS0 and CNS2 (Fig. 2g). Thus decreased IRF4 abundance correlated with the appearance of IRF1 peaks at the same regions located in the *Il9* locus and this was accompanied by slightly decreased H3K27-Ac occupancy (Fig. 2g). These results suggest that IRF1 might impair IL-9 production by competing with IRF4 binding at ISRE in the *Il9* locus.

### Opposite regulation of histone marks by IRF1 and IRF4

For efficient transcription, the locus must be held in an open conformation, which can be monitored by characteristic histone modifications, for example, acetylation^49^. In Th9 cells, the acetylation of histones H3 and H4 at *Il9* CNS is associated with enhanced *Il9* transcription^10^,^25^. Reciprocal binding of IRF1 and IRF4 to the *Il9* locus accompanied by differential regulation of IL-9 production suggested that these transcription factors might alter epigenetic modifications. ChIP-Seq analysis (Fig. 2g) supported this hypothesis to some extent. To closer approach this issue, we performed ChIP followed by quantitative real time-PCR (qRT-PCR) analysis at *Il9* CNS for total acetylation of histone H4 (H4-Ac). We found less H4-Ac at the CNS0 and CNS2 in *Irf4*^*−/−*^ Th9 cells as compared to WT Th9 cells (Fig. 3a) and this correlated with decreased RNA polymerase II (pol II) abundance at the *Il9* gene (Fig. 3b), suggesting that the positive regulation of the acetylation status by IRF4 supports *Il9* transcription. In contrast, IFN-γ treatment suppressed H4-Ac at *Il9* CNS in WT but not in *Irf1*^*−/−*^ Th9 cells (Fig. 3c, Supplementary Fig. 4a). This was accompanied by a decreased pol II recruitment to the *Il9* gene upon IFN-γ treatment in WT Th9 cells, and this effect was reversed by IRF1 deficiency (Fig. 3d). This implies that negative regulation of histone acetylation state by IRF1 may contribute to the restricted *Il9* transcription. In non-stimulated WT and *Irf1*^*−/−*^ CD4^+^ T cells, no differences in H4-Ac at *Il9* CNS were detectable, indicating that the described differences in the H4-Ac status were not caused by developmental alterations (Supplementary Fig. 4b). To analyse whether IRF1 suppresses histone acetylation by recruitment of histone deacetylases (HDAC), we applied the HDAC inhibitor trichostatin A during Th9 polarization in the presence or absence of IFN-γ. Under both conditions, we observed similar increase in IL-9 production by Th9 cells upon addition of the inhibitor (Supplementary Fig. 4c). This indicates that IRF1 suppresses chromatin accessibility independently of HDAC recruitment to the *Il9* locus. These data reveal an opposite regulation of histone acetylation at *Il9* CNS by IRF4 and IRF1.

### IRF1 imprints Th9 cells with IFN-γ-/Th1-associated signature

On a genome-wide level, IFN-γ signalling caused both hypoacetylation and hyperacetylation on loci in Th9 cells, indicating a differential regulation of regulatory regions (Fig. 4a). To understand the extent to which IRF1 contributes to transcriptional programming of Th9 cells on a global level, we performed RNA sequencing (RNA-Seq) from WT or *Irf1*^*−/−*^ Th9 cells treated with IFN-γ. 

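The comparison covered 3 WT and 3 Irf1-/- cultures of naive CD4+ T cells, each kept for 2 days in Th9 medium to which IFN-γ was added at 5 ng per ml. Poly(A) RNA was sequenced as single-end reads, and the authors aligned the reads to the mouse genome GRCm38 with STAR and counted them per Ensembl gene with featureCounts. The deposited signal is a normalized count, the count of reads on a gene divided by a size factor of its library. In every library the values were whole multiples of a single step, so that whole reads were recovered for 100% of the non-zero values. The reads on genes numbered 6381576, 6611536 and 13348230 in WT replicates 1, 2 and 3, and 6595597, 5639788 and 12423511 in Irf1-/- replicates 1, 2 and 3. The table listed 41388 genes, of which 19805 were at 0 in all 6 samples and 40254 were matched to a gene symbol through their Ensembl identifier. Genes with a mean normalized count of at least 10 were tested, 11379 in all, with limma's moderated test on log2 values after adding 1 to each normalized count. The standard error of the log2 fold change had a median of 0.10 over these genes. A first principal component, with 60.0% of the variance, separated the genotypes, and a second with 18.0% separated replicate 3 of both genotypes, which had the largest libraries, from replicates 1 and 2. WT replicates 1 and 2 held Y-linked transcripts and the other 4 libraries held Xist. The targeted gene itself, Irf1 (ENSMUSG00000018899, chromosome 11 of GRCm38 from 53770014 to 53778374 on the + strand), had normalized counts of 2968, 2907 and 2660 in the WT cultures and 1780, 1729 and 1476 in the Irf1-/- cultures. Its mean was 2845 ± 163 (SD, n = 3) in WT cells and 1662 ± 163 (SD, n = 3) in Irf1-/- cells, a log2 fold change of -0.78 (standard error 0.0756, adjusted p = 7.32e-05 from limma with Benjamini-Hochberg adjustment). Reads on Irf1 thus stayed at 58.4% of the WT level in the Irf1-/- libraries. The fold change moved most among 16 alternatives without Irf1-/- replicate 3, to -0.70. It was -0.74 in the 4 smaller libraries and -0.85 in the pair of larger ones, a grouping by library size that was chosen after seeing the data.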

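Of the 11379 genes tested, 1342 had a lower and 1222 a higher normalized count in Irf1-/- than in WT Th9 cells at an unadjusted p below 0.01 in limma's test. At a Benjamini-Hochberg adjusted p below 0.05, the false discovery rate set in the paper's methods, 1406 genes were lower and 1293 higher, which together made 23.7% of the genes tested. With the adjusted p below 0.01, the numbers were 657 and 627. The paper does not say whether its own P below 0.01 was adjusted. The median size of the log2 fold change among the genes called at 0.05 was 0.41, and 153 of them were lower and 280 higher by more than 1 on the log2 scale. In DESeq2 with a beta prior, chosen after seeing the data, 67 genes were lower and 78 higher by more than 1 at 0.05. In 2654 of the 2699 called genes the values of the genotypes did not overlap. Among all genes tested this was so for 40.5%, where chance gives 10% with 3 samples against 3. Of the alternatives set in advance, the fit without a trend moved the number of lower genes at the adjusted p below 0.05 most, as a ratio, to 807, and 1632 of the 2699 genes stayed called. Of those chosen after seeing the data, the Y-linked level as a covariate gave 772, and replicates 1 and 2 of each group averaged as 1 sample gave 392. Without WT replicate 2 there were 824 lower and 805 higher genes, without WT replicate 1 there were 824 and 814, and without Irf1-/- replicate 2 there were 895 and 810. The genes with the largest decrease among those with a mean of at least 100 in the higher group and no overlap were Iigp1, Gm12250, Gm4951, Gbp2 and Ctse. Iigp1, an interferon-inducible GTPase gene (ENSMUSG00000054072, chromosome 18 from 60376027 to 60392634), had 2143 ± 40.0 (SD, n = 3) normalized counts in WT cells and 2.79 ± 0.404 (SD, n = 3) in Irf1-/- cells, with a log2 fold change of -9.15 (adjusted p = 2.21e-11 from limma). The Irf1-/- values of Iigp1 were few reads, down to 2, and its log2 fold change lay between -9.55 and -7.40 over 16 alternatives. Gm12250, on chromosome 11, and Ctse had log2 fold changes of -6.65 and -4.01. That of Gm12250 also rested on few reads in Irf1-/- cells, down to 3, and lay between -6.98 and -5.23. Gm4951 was at or under 3 reads in all Irf1-/- libraries, at least 42.3-fold lower than in WT cells. In the other direction, the log2 fold change was 4.31 for Akr1c18, 3.93 for Lad1, 3.11 for Basp1, 2.82 for Sgk1 and 2.80 for Alpk2. Lad1 (ENSMUSG00000041782, chromosome 1 from 135818598 to 135833342) rose from 189 ± 40.8 (SD, n = 3) normalized counts to 2857 ± 93.1 (SD, n = 3), with an adjusted p of 3.08e-08 from limma.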

There were 735 significantly downregulated, while 604 significantly upregulated transcripts (*P*<0.01) in *Irf1*^*−*/*−*^ relative to WT Th9 cells (Fig. 4b), indicating that IRF1 signalling negatively and positively regulates genes downstream of IFN-γ. 

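Because the gene sets of the Molecular Signatures Database and of the published signatures were not used here, lists of IFN-γ-inducible and of Th1-associated genes written from general knowledge took their place. They share no gene with each other. Of the 68 genes of the IFN-γ-inducible list, 53 were tested, and their median log2 fold change from WT to Irf1-/- cells was -0.60. In this list 44 genes had a value below 0, and 36 were called lower and 3 higher at an adjusted p below 0.05 in limma. Adjusted over the list alone, 40 were lower and 5 higher. The 3 genes called higher were Socs3, Irf7 and Cd74, of which Irf7 (adjusted p = 0.0297 from limma) lost its call under 8 of 15 alternatives, with a range of 0.00595 to 0.179. The list stood apart from the other genes with p = 1.18e-16 in limma's camera test with a preset correlation of 0.01, or 4.71e-16 after Benjamini-Hochberg adjustment over 4 sets. The difference also held in fry (p = 9.55e-07) and with the correlation estimated from the data (p = 0.00154). The median moved most without WT replicate 3, to -0.49. It was -0.69 in the pair of larger libraries and -0.51 in the 4 smaller ones. Of the 24 genes of the Th1-associated list, 20 were tested, and their median log2 fold change was -0.02. In that list 4 genes were lower, among them Eomes (-1.86), Nkg7 (-0.92) and Tbx21, and 4 were higher, namely Il18r1 (1.85), Lta (0.74), Runx3 and Il27ra, with the same numbers when adjusted over the list alone. Of 16 alternatives, 3 lost the call of Tbx21, 5 that of Runx3 and 5 that of Il27ra. These 3 genes and Irf7 also lost it with the Y-linked level as a covariate, chosen after seeing the data. Neither limma's camera test, with a p of 0.718, nor its fry rotation test, with a p of 0.209, separated the list from the other genes. The sign of this median changed with the processing: it was 0.05 without the filter on low values and 0.01 without either Irf1-/- replicate 1 or 2. It was 0.09 in the pair of larger libraries, with 7 of the 20 genes below 0, and -0.14 in the 4 smaller ones.

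**Figure D1:**
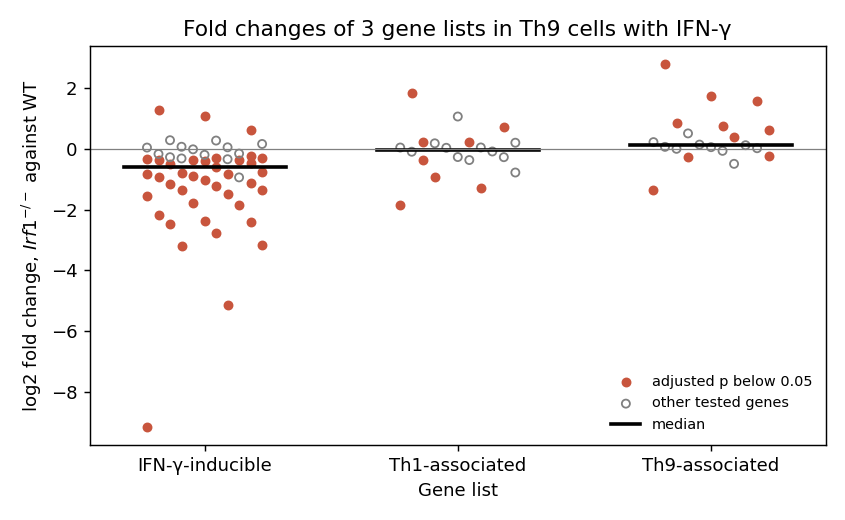
Log2 fold change of the normalized count, Irf1-/- against WT Th9 cells with IFN-γ, on the vertical axis for the tested genes of 3 gene lists. Each point is a gene, filled where limma's adjusted p was below 0.05 and open otherwise, and the bar is the median of the list, which lies at -0.60 for the IFN-γ-inducible genes and at -0.02 for the Th1-associated genes.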

Gene-set enrichment analysis (GSEA) using Molecular Signatures Database (MSigDB, Broad Institute) as well as published gene expression signatures^12^ revealed that positively regulated genes by IRF1 signalling (those upregulated in WT as compared to *Irf1*^*−/−*^ Th9 cells) were enriched for IFN-γ response genes and Th1 signature-associated genes (Fig. 4c,d, Supplementary Fig. 5a,b). In contrast, the negatively regulated genes (those downregulated in WT cells as compared to *Irf1*^*−/−*^ Th9 cells) were enriched for genes associated with a Th9 signature (Fig. 4e, Supplementary Fig. 5c). Hence, IFN-γ-IRF1 signalling promotes a transcriptional shift of Th9 cells towards an IFN-γ/Th1 signature. This was further confirmed by functional enrichment analysis on sets of genes derived from IRF1 promoter-binding profiles. 

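A Th9-associated list of 26 genes, written in the same way, had 20 tested genes with a median log2 fold change of 0.14. Of these, 15 had a value above 0. At an adjusted p below 0.05 in limma, 7 were higher in Irf1-/- cells and 3 lower, and 8 and 3 when adjusted over the list alone. The higher genes were Il9, Il10, Batf3, Il1rn, Il4ra, Smad3 and Batf, and the lower ones Ccr6, Ccr8 and Stat5a. Of 16 alternatives set in advance, 7 lost the call of Ccr8, 2 that of Stat5a, 1 that of Il4ra and 1 that of Smad3. With the Y-linked level as a covariate, chosen after seeing the data, Il4ra, Smad3, Batf, Ccr8 and Stat5a were not called, and the log2 fold change fell from 0.77 to 0.37 for Il4ra and from 0.64 to 0.35 for Smad3. Il9 (ENSMUSG00000021538, chromosome 13 from 56479277 to 56482246 on the - strand) had 1021 ± 222 (SD, n = 3) normalized counts in WT cells and 3403 ± 282 (SD, n = 3) in Irf1-/- cells, a log2 fold change of 1.75 (standard error 0.124, adjusted p = 9.25e-06 from limma). It was 1.86 in the 4 smaller libraries and 1.55 in the pair of larger ones, and lay between 1.63 and 1.92 with each library left out in turn. The log2 fold change of Il9 fell to 1.42 with the Y-linked level as a covariate, a fit that sets the Irf1-/- libraries against WT replicate 3 alone. Il10 had only 3.06 ± 0.555 (SD, n = 3) normalized counts in WT cells and 27.8 ± 8.78 (SD, n = 3) in Irf1-/- cells. As a set, the list had a camera p of 0.0226, or 0.0301 after adjustment over the 4 sets. It held in fry (p = 2.96e-04) but not with the correlation estimated from the data (p = 0.0677). The median of the list was 0.16 in the 4 smaller libraries, where limma's camera test gave a p of 0.0728, and 0.18 in the pair of larger ones.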

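With fgsea, the same 3 lists were also tested for enrichment along all genes ranked by limma's moderated statistic, with p values of 4.45e-18 for the IFN-γ-inducible list, lower in Irf1-/- cells, and 0.00744 for the Th9-associated list, higher in Irf1-/- cells. The Th1-associated list was not enriched in either direction, with its 20 tested genes divided into 10 below and 10 above 0. The paper reasons that genes of an IFN-γ response and of Th1 cells were enriched among those with higher expression in WT than in Irf1-/- Th9 cells (Fig. 4c,d), and Th9 genes among those with lower expression in WT cells (Fig. 4e). From these opposite enrichments, it concludes that signalling from IFN-γ through IRF1 shifts the transcription of Th9 cells towards IFN-γ and Th1 genes.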

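Supplementary Data 1 lists 198 gene ontology terms enriched among genes with IRF1 bound at their promoters in ChIP-Seq. Of these terms, 22 name interferon, virus or viral responses, interleukin-12 or T-helper 1 cells, and for 21 of them the list of genes was complete. Together these terms held 121 genes other than Irf1, of which 98 were tested in the RNA-Seq data. Their median log2 fold change from WT to Irf1-/- Th9 cells was -0.26, which did not change with 3 genes near the floor set at their bound. At an adjusted p below 0.05 in limma, 42 were lower and 6 higher, and 49 and 13 when adjusted over the list alone. The genes stood apart from the rest in camera (p = 7.68e-09), in fry (p = 3.75e-05) and with the correlation estimated from the data (p = 0.0170). The median was -0.21 in the pair of larger libraries and -0.28 in the 4 smaller ones. For the 72 tested genes that were not also in the IFN-γ-inducible list, the median was -0.17 with a camera p of 7.90e-05. These genes came from terms picked for their interferon and viral words, and still held Gbp2b, Gbp8 and Gm4951. They are thus not independent of the interferon result. Genes of the other IRF1-bound terms were not compared, so the values do not bear on an effect of binding itself. Taken singly, 18 terms had at least 5 tested genes, and in 17 of them the median was below 0. After adjustment over the 18 terms, 6 passed 0.05 in camera, 12 in fry and 3 with the estimated correlation. The lowest median, -2.34 over 18 tested genes, belonged to the cellular response to interferon-beta. The 16 tested genes of positive regulation of interferon-gamma production had a median of -0.31 and an adjusted camera p of 6.77e-05, and the 7 of positive regulation of interleukin-12 production a median of -0.36 and an adjusted camera p of 0.160.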

A majority of pathways linked to the IFN/Th1 signature overlapped between GSEA and ChIP-Seq-based gene ontology (GO) enrichment analysis of IRF1 targets, including viral response pathways as well as IL-12- and IFN-associated pathways (Supplementary Data 1). 

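Gbp2 (ENSMUSG00000028270) lies on chromosome 3 of GRCm38 from 142620602 to 142638008 on the + strand and encodes an interferon-inducible GTPase. Its normalized count was 1188 ± 144 (SD, n = 3) in WT and 36.3 ± 18.3 (SD, n = 3) in Irf1-/- Th9 cells with IFN-γ, a log2 fold change of -5.14 (standard error 0.325, adjusted p = 4.10e-06 from limma). The difference was far larger than the spread between cultures, the lowest WT value being 1027 and the highest Irf1-/- value 51.3. In the pair of larger libraries the log2 fold change was -5.92 and in the 4 smaller ones -4.75. Gbp2b ends next to Gbp2 and is a close paralog, and reads that match both could have been left out or split in the counting. Gbp5 was not analysed here. Il12rb1 (ENSMUSG00000000791, chromosome 8 from 70808449 to 70821424 on the + strand), which encodes a chain of the interleukin-12 receptor, had 1339 ± 89.5 (SD, n = 3) normalized counts in WT cells and 550 ± 58.4 (SD, n = 3) in Irf1-/- cells. Its log2 fold change was -1.29 (standard error 0.0834, adjusted p = 4.95e-06 from limma), -1.32 in the 4 smaller and -1.23 in the pair of larger libraries. The 3 values of each genotype did not overlap for either gene, with an exact two-sided permutation p of 0.1, the smallest that 3 samples against 3 allow.

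**Figure D2:**
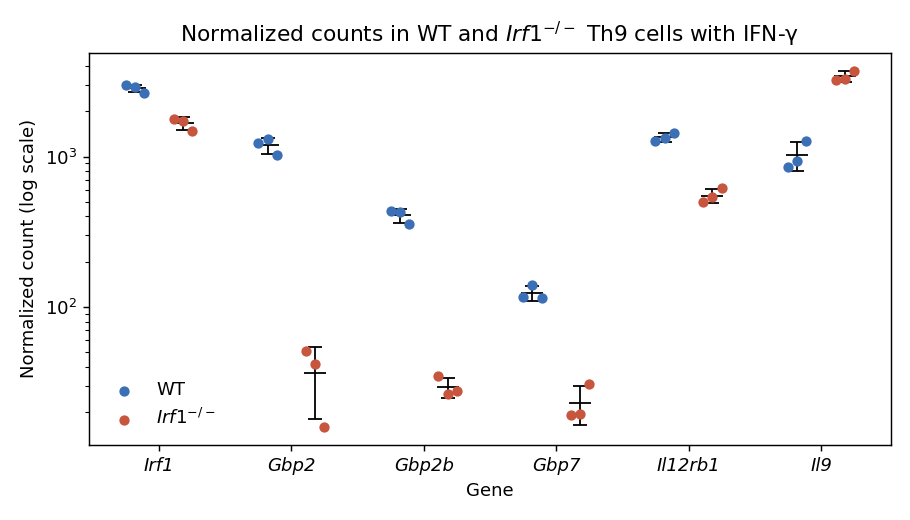
Normalized counts of 6 genes, on a log axis, in WT and Irf1-/- Th9 cells with IFN-γ. Each point is a culture, and the lines give the mean and SD of 3 cultures. All WT values lie above all Irf1-/- values for Irf1, Gbp2, Gbp2b, Gbp7 and Il12rb1, and all below them for Il9.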

Among the genes positively regulated by IRF1 signalling and directly bound by IRF1, we found the already known targets, guanylate-binding protein 2 (*Gbp2*) and *Gbp5* (refs 50, 51), which contribute to clearance of infection as well as Th1-associated genes, including *Il12rb1* (refs 1, 36; Fig. 4f). Collectively, the data suggest that IRF1 can act as a direct activator of IFN/Th1 pathways, implying that IRF1 signalling modulates the transcriptional fate of Th9 cells by enriching IFN-γ/Th1-associated gene signatures, while limiting Th9-associated genes.

### IRF1 limits allergic airway inflammation IL-9 dependently

As *IRF1* single-nucleotide polymorphisms associate with childhood allergic asthma^42^ and IL-9 production is postulated to be an initial event promoting allergy^52^, we analysed the role of IRF1 in a murine model of allergic asthma. However, allergy studies directly in *Irf1*^*−/−*^ mice will not be informative due to defects in antigen-presenting cells^37^,^46^ in addition to T-cell-intrinsic alterations. To circumvent this difficulty, we polarized WT and *Irf1*^*−/−*^ OTII cells, carrying a transgenic TCR specific for chicken ovalbumin (OVA), under Th9 conditions in the presence of IFN-γ. Thereafter, the cells were injected into mice lacking T and B cells (*Rag2*^*−/−*^), which were subsequently challenged with OVA to provoke asthma symptoms (Supplementary Fig. 6a). *Irf1*^*−/−*^ compared to WT OTII Th9 cells caused significantly increased eosinophil numbers in broncho-alveolar lavage (BAL) fluid, while macrophage numbers were decreased (Fig. 5a). This was accompanied by increased presence of mucus-producing cells in recipients of *Irf1*^*−/−*^ compared to WT OTII Th9 cells (Fig. 5b). Additionally, OVA-stimulated lung cells isolated from recipients of *Irf1*^*−/−*^ compared to WT OTII Th9 cells produced more IL-9 and IL-13 but less IFN-γ (Fig. 5c–e), revealing that *Irf1*^*−/−*^ Th9 cells retain their pro-allergic phenotype *in vivo* as compared to WT Th9 cells. The pro-allergic function of *Irf1*^*−/−*^ Th9 cells was ameliorated by treatment with IL-9-neutralizing antibodies as determined by decrease in eosinophilia, in the numbers of mucus-producing cells and in inflammation (Fig. 5f–h, Supplementary Fig. 6b,c). Accordingly, the amounts of secreted IL-9 and IL-13 (which is regulated by IL-9 in asthma^53^) were strongly diminished by IL-9 neutralization (Supplementary Fig. 6d,e). Thus IFN-γ/IRF1 signalling restricts Th9-mediated airway allergy in an IL-9-dependent manner while enhancing IFN-γ production in Th9 cells, indicating that IRF1 constrains allergic airway disease by skewing Th9 cells towards a ‘low-allergic' IFN/Th9 phenotype.

### IRF1 suppresses IL-9 production in human Th9 cells

Finally, we investigated whether IRF1 also regulates IL-9 production in human Th9 cells. For this, we isolated naive CD4^+^CD25^*−*^CD45RA^+^CD45RO^*−*^ T cells from peripheral blood mononuclear cells (PBMCs) of healthy human subjects and activated them in the absence of skewing cytokines (Th0 conditions) or in the presence of TGF-β plus IL-4 (Th9 conditions) with or without addition of IFN-γ. As already reported^11^,^54^, Th9 conditions induced IL-9 production by CD4^+^ T cells, whereas the addition of IFN-γ counteracted this effect and simultaneously upregulated IFN-γ (Fig. 6a). This was confirmed by qRT-PCR and detection of IL-9 in supernatants of cultured cells (Fig. 6b,c). Similar to murine Th9 cells (Supplementary Fig. 1a), the addition of IFN-γ caused increased phosphorylation of STAT1 also in human Th9 cells (Fig. 6d) and this was accompanied by upregulation of IRF1, which was co-expressed with IRF4 (Fig. 6e). Knockdown of *IRF1* expression by siRNA (Fig. 2f) abolished IFN-γ-mediated suppression of *IL9* mRNA expression and IL-9 production in human Th9 cells (Fig. 6g,h). Thus IFN-γ signalling requires IRF1 to suppress IL-9 production in human Th9 cells. This points to the existence of comparable programmes dictated by the IFN-γ-STAT1-IRF1 pathway suppressing IL-9 production in human and murine Th9 cells.

## Discussion

Th9 cells exert protective as well as pathophysiological immune functions^44^; however, the detailed regulation of the Th9 transcriptional network remains incompletely understood. Here we show that IRF1 limited IL-9 production downstream of IFN-γ/STAT1 signalling in mouse and human Th9 cells. IRF1 repressed IRF4-driven IL-9 production and *Il9* promoter activity in a quantitative manner. Direct IRF1 binding at the *Il9* promoter was associated with decreased abundance of IRF4 and reduced acetylation levels as well as limited RNA polymerase recruitment at the *Il9* locus. These results suggest that the suppressive function of IRF1 is probably mediated by a direct binding competition with IRF4 at the *Il9* locus, resulting in opposite regulation of histone acetylation and associated *Il9* transcription. IFN-γ-induced IRF1 evoked a shift in Th9 cells towards an IFN/Th1-like signature through direct and indirect mechanisms. Accordingly, the absence of IRF1 in IFN-γ-treated Th9 cells led to increased IL-9-dependent pathogenicity in AAD, a mouse model for allergic asthma. Thus the transcriptional network of Th9 differentiation is shaped by opposing actions of two IRF family members, IRF1 and IRF4.

Th9 cells contribute to human atopic diseases and accordingly Th9-related genes associate with asthma development^44^. We demonstrated that IFN-γ upregulates IRF1 in human Th9 cells and that IRF1 upregulation correlated with decreased IL-9 production. Furthermore, silencing of IRF1 restored IFN-γ-mediated IL-9 suppression, indicating that IRF1 counteracts IL-9 production also in human Th9 cells. Indeed, *IRF1* single-nucleotide polymorphisms associate with asthma development and atopy^41^,^42^. In addition, increased levels of *IRF4* and IL-9 were accompanied by diminished *IFNG* expression in the peripheral blood of allergic asthmatics^55^. Given those findings, one could speculate that asthmatics might fail to upregulate IRF1 upon infection-induced IFN-γ signalling leading to exacerbated asthma due to defects in Th9 and Th2 inhibition. However, further work must be carried out to fully understand the impact of *IRF1* signalling on Th9 cells during asthma exacerbations.

To induce asthma pathophysiology in the mouse model, we performed adoptive transfer experiments of OVA-transgenic IFN-γ-treated WT and *Irf1*^*−/−*^ Th9 cells into *Rag2*^*−/−*^ mice and subsequently challenged the mice with nebulized OVA. Indeed, the absence of IRF1 resulted in more severe AAD, which was dependent on IL-9 as shown by neutralization with anti-IL-9 antibody. Besides decreasing IL-9 production, we wondered whether IRF1 as a transcription factor linked to Th1 differentiation also affects other functionally relevant genes. Therefore, we made use of genome-wide RNA-Seq to investigate the complex IRF1-mediated transcriptional interplay in IFN-γ-treated Th9 cells. Interestingly, GSEA revealed an IRF1-dependent and IFN-γ-induced shift towards a Th1/IFN-like phenotype, while suppressing Th9 signature genes. 

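In the RNA-Seq data of IFN-γ-treated Th9 cells, other members of the Gbp family were also lower without IRF1. Gbp2b (ENSMUSG00000040264, chromosome 3 from 142594847 to 142619179) had 405 ± 43.6 (SD, n = 3) normalized counts in WT and 29.5 ± 4.49 (SD, n = 3) in Irf1-/- cells, a log2 fold change of -3.74 (adjusted p = 8.09e-08 from limma). Gbp7 (ENSMUSG00000040253, chromosome 3 from 142530342 to 142550149) had 124 ± 14.5 (SD, n = 3) and 23.1 ± 6.59 (SD, n = 3), a log2 fold change of -2.40 (adjusted p = 3.63e-05 from limma). The decreases were -3.15 for Gbp4, -2.78 for Gbp3 and -2.19 for Gbp9 on the log2 scale. Reads shared between these paralogs could have been split by the counting. Within the 4 smaller libraries the values were -3.79 for Gbp2b and -2.67 for Gbp7, and within the pair of larger ones -3.65 and -1.87. The symbol Il2rb1 was not matched to a gene, and both Il12rb1 and Il2rb are near it. The paper's results name Il12rb1 with a reference that its sentence on Il2rb1 also cites, so Il12rb1 is the likelier gene. The values of Il2rb then do not bear on that sentence. Il2rb (ENSMUSG00000068227) was higher in Irf1-/- cells, with 4479 ± 767 (SD, n = 3) normalized counts in WT and 5803 ± 597 (SD, n = 3) in Irf1-/- cells and a log2 fold change of 0.38 (adjusted p = 0.0275 from limma, 2.74e-06 to 0.120 over 16 alternatives). Its call was lost without any single library other than WT replicate 3, for instance at an adjusted p of 0.115 without WT replicate 1. With the Y-linked level as a covariate, chosen after seeing the data, the log2 fold change was 0.11 (adjusted p = 0.488 from limma).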

Pathways associated with infectious and interferon response^36^,^50^,^51^,^56^, for example, *Gbp* and *Il2rb1* were directly upregulated, indicating that IRF1 balances Th9 versus Th1-like plasticity by its ability to act as a transcriptional repressor as well as an activator. Recently, Végran *et al*.^9^ published that IRF1 is a positive regulator of IL-9 and Th9 differentiation when induced by IL-1β and dictates IL-21-dependent antitumour function in a melanoma model. However, there are many possible explanations for this discrepancy to our study. The cytokine signalling triggered by IL-1β differs greatly from that of IFN-γ, therefore it is conceivable that the cellular milieu contains distinct transcription factors that might interfere with IRF1 functions. Among these, nuclear localization of the IL-9-promoting transcription factor nuclear factor-κB^24^,^25^,^57^ is induced by IL-1β signalling^58^, which might alter IRF1 actions. To exclude the influence of the microbial environment of the animal facilities, we extended our work to human Th9 cells where we demonstrated that IRF1 indeed inhibited IL-9 expression in the context of IFN-γ signalling. We therefore conclude that IFN-γ-IRF1 signalling suppresses the Th9 fate in humans and mice.

IRF family members are known to regulate gene expression positively or negatively in different cell types, including Th cells^46^. To carry out these effects, IRFs can interact via the IRF association domain with family members or with proteins belonging to other families. For example, IRF1-IRF8 heterodimers mostly act as transcriptional repressors at ISRE, whereas IRF1, IRF3 and IRF7 form an IFN-β enhanceosome together with nuclear factor-κB, AP-1 and CBP/p300 to induce *Ifnb* expression^59^. Only few studies describe antagonizing functions of IRFs at ISRE in gene regulatory. It has been described that IRF8 represses IRF9 binding to ISRE at IFN-stimulated gene 15 (ref. 29), while IRF4 counteracted IRF1-driven tumour necrosis factor-related apoptosis-inducing ligand promoter activity in a DBD-dependent manner^60^. Furthermore, IRF1 opposes IRF4-driven *Il17* promoter activity, and conversely, IRF4 antagonizes IRF1-mediated *Il10* promoter activity^61^.

In our study, we propose a model in which IRF1 competes with IRF4 binding at ISRE of the *Il9* locus to repress IL-9 expression. This is substantiated by (i) dose-dependent IRF1-mediated repression of IRF4-driven *Il9* promoter activity, (ii) dose-dependent suppression of IRF4-triggered IL-9 by overexpressed IRF1 in Th9 cells and (iii) decreased IRF4 binding in the presence of IRF1 occupancy at the *Il9* locus as shown by ChIP-Seq analyses. The previously defined IRF4-binding region in the *Il9* promoter harbours several ISRE (AANNGAAA) motifs^11^,^45^, which we analysed for IRF4-promoting function. We identified two functional IRF4-binding sites at −238/−226 bp from the transcription start site on the basis of *Il9* promoter activity assays performed with mutated ISRE. This was surprising because IRF4 peaks associated preferentially with AICE motifs on a genome-wide scale. As IRF4 (and IRF8), in comparison to other IRF family members including IRF1, displays lower affinity for binding to ISRE^34^, we presume those sites to be competitively bound by IRF1 leading to opposing regulation of *Il9* promoter activity in Th9 cells.

Transcription factor-induced transactivation is a multilevel event. After histone methylation-based initiation of active chromatin formation by pioneering factors, ensuing transcription factors such as EP300 enable the recruitment of transcriptional coactivator complexes, which then catalyse local histone acetylation (H3K27-Ac) required for gene transcription^49^. Both IRF1 and IRF4 have been shown to affect the histone acetylation status in immune cells^37^,^62^. We indeed detected opposite effects of IRF4 and IRF1 on the histone H4 acetylation status at *Il9* regulatory elements. Thus histone acetylation was decreased in IRF4-deficient Th9 cells as compared to WT Th9 cells, suggesting that IRF4 contributes to increased chromatin accessibility at the *Il9* locus. In contrast, IRF1 was crucial for IFN-γ-mediated suppression of permissive histone marks, implying that IRF1 limited the chromatin accessibility at the *Il9* CNS. Consistent with these counteracting activities, the recruitment of RNA pol II, which is crucial for transcriptional output, was decreased in IRF4-deficient Th9 cells, while it was increased under IRF1-deficiency as compared to WT cells. This points out that the changes in the acetylation status may contribute to the opposing regulation of IL-9 production by IRF4 and IRF1.

The model in which two members of one family competitively bind at the same cytokine locus has already been demonstrated for STAT3 and STAT5 in Th17 cells^63^. In this study, IL-2 signalling mediated its repressing effects via direct DNA binding of STAT5 at the *Il17* locus, which correlated with decreased STAT3 abundance as well as with decreased H3-Ac. This effect was mediated by increased binding of a histone deacetylator adaptor protein termed NCoR2. In our study, the general HDAC inhibitor trichostatin A was insufficient to oppose IFN-γ-mediated IL-9 repression, suggesting that the IFN-γ-IRF1 axis suppresses IL-9 production in an HDAC-independent manner. As IRF4 is known to recruit HAT p300 in Th0 and Th17 cells^30^, this could also apply for Th9 cells. Along with this idea, one could speculate that IRF1 counteracts the IRF4-mediated HAT recruitment or interferes with HAT function. However, more work has to be done to clarify this issue in detail. A recent study pointed to competitive binding of IRF1 and IRF4 at the *Il17* promoter thereby possibly regulating Th17/Tr1 commitment^61^. This is in agreement to our proposed model of IRF1/IRF4 competition as a mechanism to control Th differentiation.

Taken together, our study allows deeper insight into the function of IRF1 and IRF4 in Th9 cell differentiation and suggests for the first time that IRF1 competes with IRF4 to repress IL-9 production in Th9 cells. Furthermore, we demonstrate that IRF1 regulated gene expression positively on some, whereas negatively on other loci to shift Th9 cells towards a Th1-like phenotype. The knowledge of this IRF1-mediated transition of Th9 differentiation could prove useful for further unravelling Th9- and IFN-γ-associated immune responses during asthma as well as antitumour immunity. Altering the IRF1/IRF4 balance in the transcriptional network of Th9 cells to either increase or decrease Th9 responses might display a potential therapeutic approach.

## Methods

### Mice

C57Bl/6 mice were purchased from The Jackson Laboratory. *Irf1*^*−*/*−*^, *Irf4*^*−*/*−*^, *Rag2*^*−/−*^ and OTII mice expressing a transgenic TCR recognizing OVA_323-339_ were bred at the animal facility of the Biomedical Research Center, University of Marburg. *Irf1*^*−*/*−*^ mice were bred with OTII mice to produce *Irf1*^*−/−*^ OTII transgenic mice. *Stat1*^*−/−*^ mice were kindly provided by T. Decker (Max F. Perutz Laboratories, Department of Genetics, Microbiology and Immunobiology, University of Vienna, Austria). All mice used in the experiments were 8–12-week old, at C57Bl/6 background and sex- and age-matched. The experiments were approved by the local committee (Regierungspräsidium Gießen) and conducted according to the German animal protection law.

### Murine CD4^+^ T cell purification and *in vitro* differentiation

CD4^+^ T cells were purified by negative magnetic cell sorting (CD4^+^ T cell isolation kit, 130-104-454, Miltenyi) from the spleens and lymph nodes of 8–12-week-old mice. For some experiments, negatively purified CD4^+^ T cells were further sorted on a FACS AriaIII (BD Biosciences) to obtain naive CD44^*−*^CD62L^+^CD4^+^ T cells using anti-CD4-V450 (RM4-5, BD Biosciences), anti-CD44-PE (IM7, eBiosciences) and anti-CD62L-Alexa Fluor 700 (MEL-14, BD Pharmingen) monoclonal antibodies (mAbs) in a dilution of 1:500. Sorting purity was typically >97% in post-sort analysis. The cells were primed with plate-bound anti-CD3 mAb (3 μg ml^*−*1^, 145-2C11) and anti-CD28 mAb (5 μg ml^*−*1^, 37.51, both mAbs produced and purified ‘in house') in the presence of recombinant human (rh) IL-2 (50 U ml^*−*1^, Novartis) and anti-mouse-IFN-γ (5 μg ml^*−*1^, XMG1.2, produced and purified ‘in house'). The cells were cultured under: neutral (Th0) conditions, by the addition of anti-IL-4 (10% culture supernatant of clone 11B11), or Th9 conditions, by the addition of rhTGFβ (1.5 ng ml^*−*1^) and rmIL-4 (20 ng ml^*−*1^). Some cultures were supplemented with recombinant rat IFN-γ (5 ng ml^*−*1^, Peprotech) as indicated in the figure legends. Cells were usually harvested on day 2 for intracellular staining and qRT-PCR analysis. For kinetic experiments, the cells were analysed as indicated in figure legends.

For adoptive transfer experiments, CD4^+^ T cells were purified by negative magnetic cell sorting (CD4^+^ T cell isolation kit, 130-104-454, Miltenyi) from the spleens and lymph nodes of 8–12-week-old OTII and *Irf1*^*−/−*^OTII transgenic mice. The cells were differentiated under Th9 conditions in the presence of anti-mIFNγ (5 μg ml^*−*1^) and rat IFN-γ (5 ng ml^*−*1^). After 2 days, the cells were harvested, washed, counted and 5 × 10^5^ WT or *Irf1*^*−/−*^ OTII Th9 cells were transferred by intraperitonal (i.p.) injection into *Rag2*^*−/−*^ mice.

### Intracellular staining

For intracellular cytokine staining after differentiation, cells were restimulated with phorbol myristate acetate (50 ng ml^*−*1^) and ionomycin (1 μg ml^*−*1^) in the presence of brefeldin A (5 μg ml^*−*1^, both from Sigma) for 4 h, fixed with formaldehyde (2%) and stained with anti-IL-9-allophycocyanin (RM9A4, Biolegend) and anti-IFN-γ-phycoerythrin (PE) (XMG 1.2, eBioscience) mAbs. For intracellular staining of transcription factors after differentiation, cells were fixed with a Foxp3/Transcription Factor Fixation/Permeabilization Concentrate and Dilutent (eBioscience) and then stained with: anti-Foxp3-PE (FJK-16, eBioscience), anti-T-bet-PE (eBio4B10, eBioscience), anti-GATA-3-eF660 (TWAJ, eBioscience), anti-IRF4-AIFI647, (3E4, eBioscience) or anti-IRF1-PE (D5E4, Cell Signaling) mAbs. All antibodies were used in a 1:500 dilution. The cells were analysed by flow cytometry using a FACSCalibur or a FACSAriaIII (BD, Biosciences) with the DIVA software (BD, Biosciences) or the FlowJo Software (Tree Star).

### Phospho-flow

For staining of phosphorylated STAT1, human Th9 cells were harvested after 48 h of culture, rested for 4 h and treated with rhIFN-γ (100 ng ml^*−*1^) for 20 min. Then the cells were fixed and permeabilized according to BD Phosflow Protocol III using Lyse/Fix Buffer (557870, BD) and Perm Buffer III (558050, BD) and stained with anti-human phospho-STAT1 (Y701)-eFluor660 (KIKSI0803, eBioscience, 1:100).

### Stimulation and differentiation of human naive CD4^+^ T cells

PBMCs from healthy donors were labelled with anti-CD4-Pac Blue (RPA-T4, BioLegend), anti-CD45RA-FITC (HI100, eBioscience), anti-CD45RO-PE (UCHL1, BD) and anti-CD25-allophycocyanin (BC96, eBioscience) in 1:500 dilutions, and then naive CD4^+^ T cells (CD4^+^CD45RA^+^CD45RO^*−*^CD25^*−*^) were sorted using a FACS AriaIII (BD), the purity was typically >97% in post-sort analysis. Naive CD4^+^ T cells were cultured in RPMI complete media (5% human AB serum) with rhIL2 (30 U ml^*−*1^) and activated with Dynabeads Human T-Activator CD3/CD28 (111.31D, Invitrogen, T cell/bead=2:1). For induction of Th9 cell differentiation, rhIL-4 (30 ng ml^*−*1^) and rhTGF-β1 (5 ng ml^*−*1^) and either anti-hIFN-γ (5 μg ml^*−*1^) or rhIFN-γ (50 ng ml^*−*1^) were added to the cell cultures. Th0 cells were differentiated in the presence of anti-hIL-4 and anti-hIFN-γ (both 5 μg ml^*−*1^). Cells were analysed by flow cytometry for IRF1 and IRF4 presence after 24–36 h of culture and for IL-9 and IFN-γ production after 72 h of culture; supernatants were collected after 72 h and IL-9 was measured by enzyme-linked immunosorbent assay (ELISA; human IL-9 ELISA Max, 434705, BioLegend).

### RNA-mediated interference

An Amaxa Human T cell Nucleofector Kit (VPA 1002, Lonza) was used for knockdown of human IRF1 by siRNA in naive CD4^+^ T cells according to the manufacturer's instructions. Naive CD4^+^ T cells (5 × 10^6^) were activated with Dynabeads Human T-Activator CD3/CD28 overnight and then transduced with 3 μM IRF1-specific siRNA (ONTARGETplus, L011704-00) or control scrambled RNA (both Dharmacon) by the T-23 transfection program (Amaxa). Thereafter, the cells were cultured under Th9 conditions for additional 24–48 h, followed by flow cytometric analysis and evaluation of *IL9* mRNA by qRT-PCR and IL-9 production by ELISA.

### Immunoblot analysis

Purified murine CD4^+^ T cells were left unstimulated or stimulated as indicated in the figure legends. For detection of Tyr^694^STAT5 and Tyr^641^STAT6 phosphorylation, cells were preactivated under Th9 conditions in the presence of anti-mIFNγ (5 μg ml^*−*1^) and rIFN-γ (5 ng ml^*−*1^) for 2 days, then washed and rested in cytokine-free medium for 8 h. Preactivated cells were treated with rat IFN-γ (5 ng ml^*−*1^) in combination with either rmIL-4 (20 ng ml^*−*1^) or rhIL-2 (50 U ml^*−*1^) for 20 or 60 min. Whole-cell lysates were prepared as described previously^47^, 20 μg of total protein were loaded per lane and proteins were detected according to standard protocols. The following Abs were used: anti-β-actin (AC-15, Sigma-Aldrich), anti-IRF-1 (M-20, Santa Cruz), anti-IRF-4 (M-17, Santa Cruz), anti-STAT1 (#9172, Cell Signaling) anti-P-STAT1 (Tyr^701^, D4A7, Cell Signaling), anti-STAT5 (C-17, Santa Cruz), anti-P-STAT5 (Tyr^694^, C11C5, Cell Signaling), anti-STAT6 (M-20, Santa Cruz), anti-P-STAT6 (Tyr^641^, sc11762, Santa Cruz), anti-goat IgG-HRP (#sc-2020, Santa Cruz), anti-rabbit IgG-HRP (#sc-2004, Santa Cruz), and anti-mouse IgG-HRP (#sc-2055, Santa Cruz).

### Chromatin immunoprecipitation

Th9 cells cultured for 2 days in the presence of anti-mIFNγ (5 μg ml^*−*1^) and/or rat IFN-γ (5 ng ml^*−*1^) as indicated in the figure legends. In all, 2–5 × 10^6^ cells were crosslinked with 1% formaldehyde for 6 min at room temperature. Subsequently, ChIP was performed as previously described^48^. Lysed cells were sonicated in a Bioruptor Plus (Diagenode) with 30 s ON, 30 s OFF on high power output for 27–33 cycles at 4 °C. For immunoprecipitation, 2.5–4 μg of the following Abs were used: anti-IRF1 (M-20, sc-640x, Santa Cruz), anti-STAT1 (#9172, Cell Signaling), anti-RNA pol II (N-20, sc-899x, Santa Cruz), anti-H4-Ac (06-866, Millipore) and control IgG (#2729, Cell Signaling). qRT-PCR with the precipitated chromatin was performed to calculate the percentage of input. Primer sequences are provided in Supplementary Table 1. All amplifications were performed in triplicate with the QuantiTect SYBR Green PCR Kit (204143, Qiagen). Control ChIP was performed with a respective control antibody to ensure specificity. Values for nonspecific binding (as determined by control IgG) were subtracted. After normalization of the data according to the control, the specific pulldown (input %) was calculated.

### qRT-PCR

Total RNA was extracted from cells at day 1 or 2 of culture. For RNA isolation, the High Pure RNA Isolation Kit (11828665001, Roche) was used. Complementary DNA (cDNA) was synthesized with oligo(dT) primers using the RevertAid First Strand cDNA Synthesis Kit (K1621, Thermo Scientific) and gene expression was examined with an ABI Prism 7500 Sequence Detection System (Applied Biosystems) using the SYBR green I qPCR Core Kit (10-SN10-05NR, Eurogentec). Levels of each gene were normalized to hypoxanthine-guanine phosphoribosyl transferase (*Hprt1*) expression using the ΔΔCt method, with the lowest experimental value set to 1. The primer sets are provided in Supplementary Table 1.

### Luciferase reporter assay

Naive CD62L^**+**^CD4^+^ T cells from C57Bl/6 mice were isolated and stimulated for 2 days under Th0 conditions. The preactivated Th0 cells were transfected with the Mouse T Cell Transfection Kit (Amaxa) according to the manufacturer's instructions with 0.5 μg of reporter vector coding for the Firefly Luciferase (pGL3 basic, Promega) under the control of the *Il9* promoter (CNS1) (−610 to +32)^11^ or mutants within *Il9* promoter-IRF-III (M1 or M3). Additionally, cells were transfected with 2 μg of the IRF4^11^ in pcDNA 3.1(+) (Invitrogen) vector and/or with 2 μg of the IRF1 or IRF1ΔDBD, all in pmax (Lonza) vectors and/or with 2 μg of respective control vectors. To control transfection efficiency and absolute cell numbers, cells were co-transfected with 0.5 μg of the pRSV β-gal plasmid. In experiments with IRF4- and IRF1-expressing vectors, Th0 cells were transfected with the total amount of 5 μg DNA. Twenty-four hours after transfection, cells were stimulated with phorbol myristate acetate (20 ng ml^*−*1^) and ionomycin (370 ng ml^*−*1^) for further 24 h. Harvested cells were washed and lysed and the luciferase activity was measured for each sample and divided by the β-galactosidase activity of the sample to obtain relative luciferase activity (relative light units).

For the generation of the IRF1 vector, the gene encoding murine full-length IRF1 (accession number NM_008390) was amplified by PCR with the following primers: forward: 5′-ATG CCA ATC ACT CGA ATG-3′; and reverse 5′-CAG AGA CCC AAA CTA TGG TG-3′. Mutated IRF1 lacking the DNA-binding domain (IRF1ΔDBD) was amplified with the following primers: forward: 5′-ATG CTC ACC AGG AAC CAG AGG-3′, and reverse 5′-CAG AGA CCC AAA CTA TGG TG-3′. The PCR products were control digested with SalI and Kpn1 and cloned into the vector pmax (Lonza). Constructs were sequenced to prove authenticity.

Mutations in potential IRF-binding sites within the *Il9* CNS1-IRF-III site were generated using the QuickChange Site-Directed Mutagenesis Kit (Agilent Laboratories) and the following primers: M1.for: 5′-CTG AAA TAC TAA AGG AGG AGT TAA AGA TCT AGC CCC AAC CCC CTT-3′, M1.rev: 5′-AAG GGG GTT GGG GCT AGA TCT TTA ACT CCT CCT TTA GTA TTT CAG-3′, M3.for: 5′-CTT CAA ATA GTC GGG TTC TGA GGT ACT AAA GGA AAA GTT AAA GAT CTA GCC C-3′, and M3.rev: 5′-GGG CTA GAT CTT TAA CTT TTC CTT TAG TAC CTC AGA ACC CGA CTA TTT GAA G-3′. Constructs were verified by DNA sequencing.

### Retroviral transduction

The gene encoding murine full-length IRF1 (accession number NM_008390) was amplified by PCR with the following primers: forward: 5′-CCA TGC CAA TCA CTC GAA TG-3′; and reverse 5′-CAG AGA CCC AAA CTA TGG TG-3′. The PCR product was control digested with BglII and EcoRI and cloned into the retroviral vector pMSCV containing the IRES-regulated gene for GFP or Thy.1. The construct was sequenced to prove authenticity. The retroviral vector pMSCV containing IRF4-IRES-GFP, the empty control vector containing IRES-GFP and transduction were described previously^64^ WT, *Irf4*^*−/−*^ or *Irf1*^*−/−*^ CD4^+^ T cells were primed under Th0 conditions and, on day +1, were infected with an IRF1-expressing retrovirus (IRF1-RV), IRF1 mutant-expressing retrovirus (IRF1ΔDBD-RV), IRF4-expressing retrovirus (IRF4-RV) or a control retrovirus (Control-RV). Transfected cells were cultured under Th9 conditions (TGF-β and IL-4) for 48 h, then washed and rested in media containing rhIL-2 (50 U) and αmIFN-γ for 72 h. Thereafter, the cells were re-cultured under Th9 conditions for additional 48 h, then washed, restimulated and analysed by flow cytometry for intracellular IL-9, or without restimulation, the cells were analysed for intracellular IRF1 and IRF4 levels.

### Asthma adoptive transfer model

*Rag2*^*−/−*^ mice received 5 × 10^5^ WT or *Irf1*^*−/−*^ OTII-Th9 cells on day 0 by i.p. injection. Mice were then challenged via the airways with nebulized OVA (1% in saline) with an ultrasonic nebulizer (NE-U17; Omron, Hoofdrop, The Netherlands) for 20 min daily from day 1 to day 6. To neutralize IL-9 cytokine *in vivo*, mice were injected i.p. either with 30 μg anti-IL-9 (MM9C1, produced and purified ‘in house') or rat IgG (Sigma) antibody on days +1, +3 and +5. On day 7, BAL and lung tissue were collected.

### BAL and lung single-cell preparation

Cells were isolated by lavage of the lungs via a tracheal tube with PBS (1 ml). Numbers of BAL cells were counted with trypan blue dye exclusion. Differential cell counts were made from cytocentrifuged preparations, fixed and stained with the Microscopy hemacolor set (Merck, Darmstadt, Germany). The percentage and absolute numbers of each cell type were calculated.

Lungs were fixed by inflation (1 ml) and immersion in 10% formalin and embedded in paraffin. Tissue sections were stained with haematoxylin and eosin and periodic acid-Schiff. Slides were examined in a blinded manner by two experienced observers by microscopy (BX40, Olympus, Germany) and peribronchial and perivascular inflammation was graded by a semiquantitative score (no inflammation=0, severe inflammation=10). For each slide, five randomly chosen areas were scored. As for periodic acid-Schiff-stained slides, the number of goblet cells was analysed by the imaging software (Analysis, Soft Imaging Systems, Stuttgart, Germany). The number of mucus-containing cells per millimetre of basement membrane was determined.

Lungs were minced and enzymatically digested for 1 h with collagenase D (1 mg ml^*−*1^) and DNase I (20 μg ml^*−*1^, both from Roche) in RPMI medium. Dispersed cells were passed through a 30-μm cell strainer (Miltenyi Biotec). Isolated lung cells (4 × 10^5^ in 200 μl) were stimulated with 2 mM OVA_323–339_ for 72 h, and the supernatants were analysed for the amounts of IL-9, IFN-γ and IL-13 by ELISA (IL-13 and IFN-γ, from BD Pharmigen, for murine IL-9 detection, mAbs 229.4 and C12 were used, produced and purified ‘in house').

### RNA-Seq and bioinformatical analysis

Naive CD4^+^ T cells isolated from WT and *Irf1*^*−/−*^ mice were cultured for 2 days under Th9 conditions in the presence of IFN-γ (5 ng ml^*−*1^). RNA was purified with the RNeasy Plus Mini Kit according to the manufacturer's protocol (Qiagen). RNA was quantified with a Qubit 2.0 fluorometer (Invitrogen) and the quality was assessed on a Bioanalyzer 2100 (Agilent) using a RNA 6000 Nano chip (Agilent). Samples with an RNA integrity number of >8 were used for library preparation. Barcoded mRNA-seq cDNA libraries were prepared from 400 ng of total RNA using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra RNA Library Prep Kit for Illumina according to the manual. Quantity was assessed using Invitrogen's Qubit HS Assay Kit and library size was determined using Agilent's 2100 Bioanalyzer HS DNA assay. Barcoded RNA-Seq libraries were onboard clustered using HiSeq Rapid SR Cluster Kit v2 using 8 pM and 50 bps were sequenced on the Illumina HiSeq2500 using the HiSeq Rapid SBS Kit v2 (50 Cycle). The raw output data of the HiSeq was preprocessed according to the Illumina standard protocol. Quality control on the sequencing data was performed with the FastQC tool (available at http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), as well as the comprehensive Qorts suite^65^. Inspecting the produced reports, all samples were deemed of good quality for further processing. Short reads alignment was performed with the ENSEMBL Mus_musculus.GRCm38 chosen as the reference genome. The corresponding annotation (ENSEMBL v76) was also retrieved from the ENSEMBL FTP website (http://www.ensembl.org/info/data/ftp/index.html). The STAR aligner (version 2.4.0b) was used to perform mapping to the reference genome. Alignments were processed with the featureCounts^66^ function of the Rsubread package, using the annotation file, also used for supporting the alignment. Exploratory data analysis was performed with the pcaExplorer package. Differential expression analysis was performed with DESeq2 (version 1.12.3, https://www.ncbi.nlm.nih.gov/pubmed/25516281), setting the False Discovery Rate to 0.05 (ref. 67). Gene expression profiles were plotted as heatmaps (colour-coded *z*-scores for each fragments per kilobase of exon per million fragments mapped value) with the R statistical software. GSEA was performed as previously described^68^.

### ChIP-Seq and bioinformatics analysis

Naive CD4^+^ T cells were cultured under Th9 conditions for 2 days, then rested for 3 days and restimulated under Th9 conditions with or without IFN-γ treatment for additional 2 days. ChIP-Seq was performed as previously described^47^. Shortly, for IRF1 and IRF4 ChIP-seq, 10^7^ cells were crosslinked with 1% paraformaldehyde for 30 min, and for H3K27ac ChIP-seq, 3 × 10^5^ cells were crosslinked with 1% paraformaldehyde for 5 min. Subsequently, cells were lysed and sonicated using Digital Sonifier (Branson). For immunoprecipitation, the lysate was incubated overnight with 50 μl DynaBeads IgG magnetic beads (Thermo Fisher) that had been preincubated with 2.5 μg of the following antibodies: anti-IRF1 (abcam, ab186384), anti-IRF1 (M-20, sc-640x, Santa Cruz), anti-IRF4 (abcam, ab101168), and anti-H3K27ac (GeneTex, GEX60815). After washing, elution and reverse crosslinking at 65 °C overnight, precipitated DNA was purified using the MinElute PCR Purification Kit (Qiagen). For IRF1 and IRF4 CHIP-seq, purified DNA was fragmented using Covaris Focused-ultrasonicator S220 (Covaris) before library preparation. Library was constructed using the KAPA Library Preparation Kit Ion Torrent (KAPA Biosystems) according to the manufacturer's instructions and sequenced using Ion S5 (Thermo Fisher). Quality control on the raw data was performed with FastQC. Mapping was performed against the Mus Musculus GRCm38 reference with bowtie2, version 2.2.9. The aligned files were converted to bam, sorted and indexed for the subsequent steps. Additional controls to check antibody enrichment was done with the NGSplot tool and inspecting the metagene profiles combined with basic mapping statistics. Peak calling was performed with MACS2, using the sharp peak calling algorithm. Downstream analyses were performed with the ChIPpeakAnno package. Promoter regions were defined as the genomic intervals spanning 500 bp upstream and 500 bp downstream annotated Transcription Start Sites (retrieved from the ENSEMBL annotation). Occupancy levels were quantified with the summarizeOverlaps function of the GenomicAlignments package, and values were subsequently normalized and log2 transformed (after adding1 as pseudocount). Functional annotation of the affected promoters was performed with topGO. Enriched GO Terms in the genes annotated to Irf1 peaks was performed with the topGO Bioconductor package, using the elim algorithm. Motif analysis was performed with the Biostrings package, and their occurrencies are presented with the functions in the UpSetR package (EICE: GGANTGA, AICE: TGAG/CTCA, ISRE AANNGAAA). The MEME/DREME software tool^69^ to search for over-represented motifs was used.

### Statistical analysis

For statistical analysis, a two-tailed Student's *t*-test was performed using the GraphPad Prism software (GraphPad Software). For analysis of data obtained in the allergic airway adoptive transfer model, differences between groups were evaluated by one-way ANOVA test with Tukey's post-test. *P* values are indicated as follows: *P<0.05; **P<0.005; ***P<0.001.

### Data availability

Sequence data that support the findings of this study have been deposited in GEO with the primary accession codes GSE96818 and GSE96699. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information files.

## Additional information

**How to cite this article:** Campos Carrascosa, L. *et al*. Reciprocal regulation of the *Il9* locus by counteracting activities of transcription factors IRF1 and IRF4. *Nat. Commun.* **8,** 15366 doi: 10.1038/ncomms15366 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Table

Supplementary Data 1 GO enrichment analysis of IRF1 targets.

## Figures and Tables

**Figure 1:**
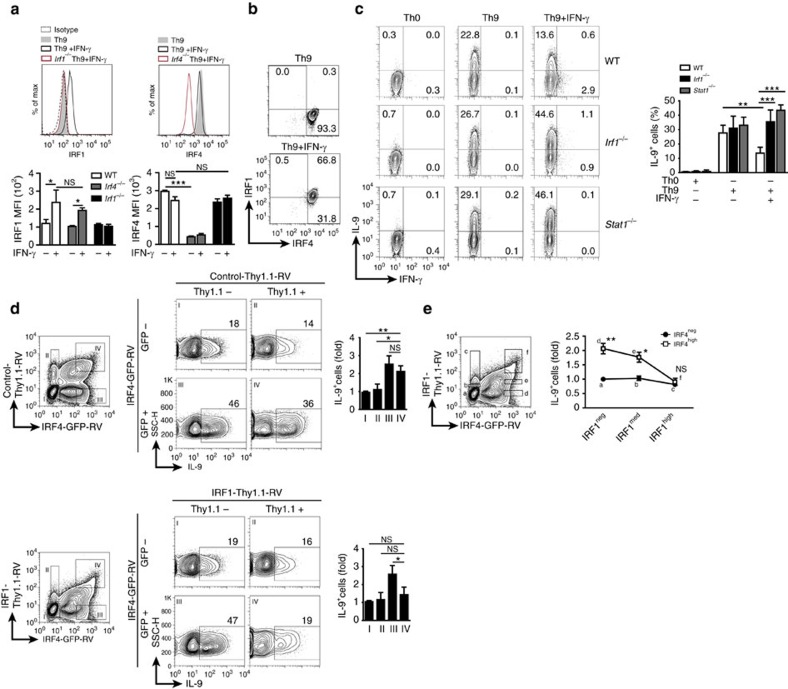
IRF1 limits IRF4-driven IL-9 production dose-dependently. (**a**–**c**) Naive CD44^*−*^CD62L^+^CD4^+^ T cells were isolated from WT, *Irf4*^*−/−*^, *Irf1*^*−/−*^ or *Stat1*^*−/−*^ mice and then treated under Th9 (TGF-β and IL-4) or Th0 (without skewing cytokines) conditions with/without IFN-γ as indicated. (**a**,**b**) After resting and reculture under Th9 conditions for 2 days, intracellular flow cytometric analysis for IRF1 and IRF4 were performed. Bars give geometric mean of fluorescence intensity (MFI). (**c**) Cells were restimulated and then IL-9 and IFN-γ production was detected by flow cytometry, bars to the right give mean of IL-9^+^ T cells. (**d**,**e**) *Irf4*^*−/−*^ CD4^+^ T cells were isolated, activated under Th0 condition overnight and then spin-infected with retroviruses as indicated: IRF4-GFP-RV, control-Thy1.1-RV, and IRF1-Thy1.1-RV. Thereafter, cells were cultured under Th9 conditions for 2 days, rested for 3 days and recultured under Th9 conditions for additional 2 days. Four subsets (I–IV) were selected for analysis of IL-9 production. Bars to the right show fold induction of IL-9^+^ T cells relative to GFP^*−*^Thy.1.1^*−*^ cells (subset I). (**e**) Six subsets (a through f) expressing increasing levels of GFP and Thy1.1 were selected for analysis of IL-9 production (left panel). Dot plot to the left is representative for four independent experiments. Graph to the right shows fold induction of IL-9^+^ T cells relative to GFP^*−*^Thy1.1^*−*^ cells (subset a) combined from four independent experiments. Histogram and contour-plots are representative of two (**a**,**b**), three (**c**) or four (**d**,**e**) independent experiments. Bars show mean±s.d. from combined two (**a**,**b**), three (**c**) or four (**d**,**e**) experiments. *P<0.05, **P<0.005, ***P<0.001 (two-tailed Student's *t*-test).

**Figure 2:**
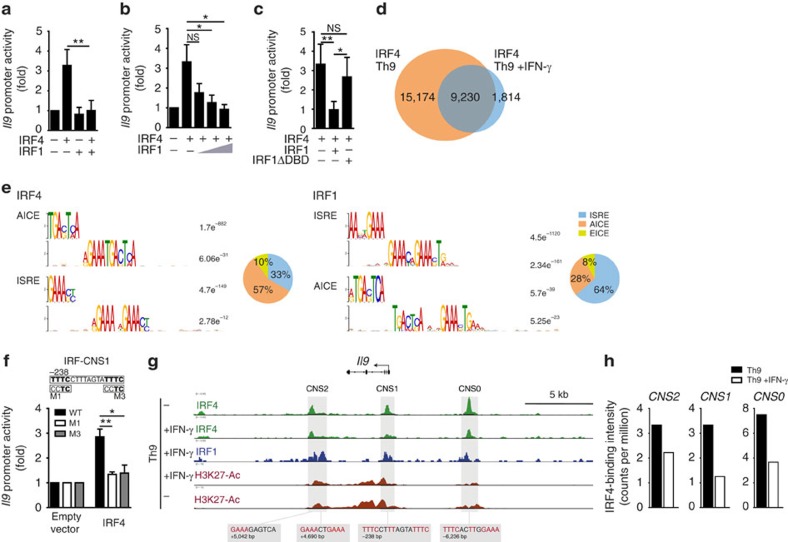
Increased IRF1 binding correlates with decreased IRF4 binding at the *Il9* locus. (**a**–**c**) Luciferase reporter assay of Th0-polarized cells transiently transfected with constant amounts of *Il9* promoter-luciferase vector and with either empty vector (−), IRF4-expressing vector (IRF4) and/or: (**a**) constant amounts of IRF1-expressing vector (IRF1), (**b**) increasing amounts of IRF1 (0, 0.5, 1, 2 μg) or (**c**) IRF1 or an IRF1 mutant lacking the DNA-binding domain (ΔDBD). (**d**,**e**,**g**,**h**) ChIP-Seq analyses of Th9 cells with or without IFN-γ treatment. Cells were crosslinked with formaldehyde and immunoprecipitated with the indicated antibodies. Massive parallel sequencing of immunoprecipitated DNA was performed. (**d**) Numbers in Venn diagram indicate the IRF4-binding peaks. (**e**) IRF4 binding in Th9 cells and to the right IRF1 binding in Th9 cell treated with IFN-γ were analysed. Over-represented motifs shown as PWM (positional weight matrix) revealed by MEME/DREME analysis are shown. Associated piecharts indicate the frequency of designated motifs. (**f**) Non-polarized Th0 cells were transfected with either WT or the mutated M1 or M3 *Il9* promoter-luciferase vectors (substitution mutation within the *Il9* promoter IRF site is depicted above) together with empty vectors and/or IRF4. (**g**) ChIP-Seq analyses show IRF4 (upper lanes), IRF1 (middle lane) or H3K27-Ac (bottom two lanes) abundance. Below in grey boxes, potential IRF-binding sites are depicted including their distance from the *Il9* transcription start site. (**h**) Normalized read counts from IRF4-ChIP-Seq in Th9 cells in the absence or presence of IFN-γ for CNS0, 1 and 2 are shown. (**a**–**c**,**f**) Data are combined from three independent experiments and show mean±s.d. *P<0.05, **P<0.005, ***P<0.001 (two-tailed Student's *t*-test).

**Figure 3:**
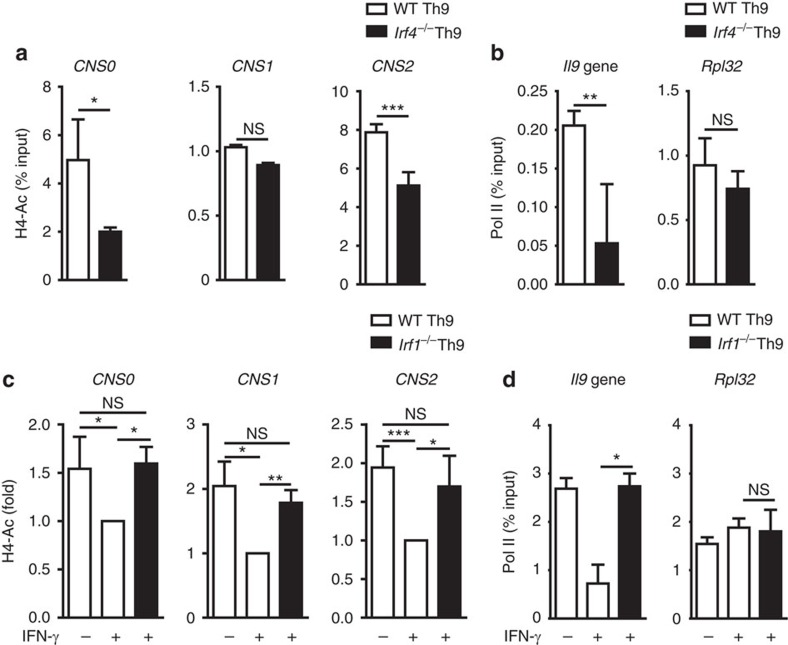
Opposite effects of IRF1 and IRF4 on histone acetylation at *Il9* locus. (**a**–**d**) Purified WT and (**a**,**b**) *Irf4*^*−/−*^ or (**c**,**d**) *Irf1*^*−/−*^ CD4^+^ T cells were cultured under Th9 conditions with or without IFN-γ. (**a**,**c**) ChIP analysis of histone H4 acetylation (Ac) at CNS of the *Il9* gene. (**c**) Bars show fold induction of H4-Ac relative to WT Th9 cells treated with IFN-γ. (**b**,**d**) ChIP analysis for RNA polymerase II (pol II) occupancy at *Il9* and *Rpl32* genes. (**a**–**d**) The same chromatin was used for control ChIP experiments with control IgG. Precipitated DNA is presented relative to input (% input). Values for nonspecific binding (as determined by using control IgG) were subtracted. (**a**–**d**) Data are shown as mean±s.d. of combined results from two independent experiments (triplicates to quintuplets in qRT-PCR). The experiments were repeated (**b**) three or (**d**) five times with consistent results. *P<0.05, **P<0.005, ***P<0.001 (two-tailed Student's *t*-test).

**Figure 4:**
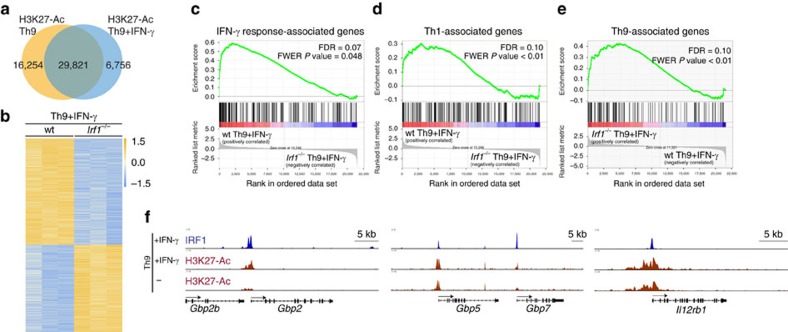
The IFN-γ/IRF1 pathway upregulates IFN/Th1-associated genes in Th9 cells. (**a**) ChIP-Seq analyses of Th9 cells with or without IFN-γ treatment. Cells were crosslinked with formaldehyde and immunoprecipitated with anti-H3K27-Ac antibodies. Massive parallel sequencing of immunoprecipitated DNA was performed. Numbers in the Venn diagram represent H3K27-Ac peaks. (**b**) Naive CD4^+^ T cells isolated from WT and *Irf1*^*−/−*^ mice were cultured under Th9 conditions in the presence of IFN-γ. Total RNA was purified from the cells and RNA-Seq was performed (three independent biological samples). Heatmap shows colour-coded *z*-scored fragments per kilobase of exon per million fragments mapped (*P*<0.01). (**b**–**d**) GSEA was performed according to the Broad institute with (**c**) the hallmark IFN-γ response, (**d**) Th1 upregulated genes and (**e**) Th9 upregulated genes. (**f**) ChIP-Seq analysis of Th9 cells with or without IFN-γ treatment. Cells were crosslinked with formaldehyde and immunoprecipitated with anti-IRF1 (upper lanes) or anti-H3K27Ac antibody (middle and bottom lanes). Transcription start site of genes are indicated below as arrows.

**Figure 5:**
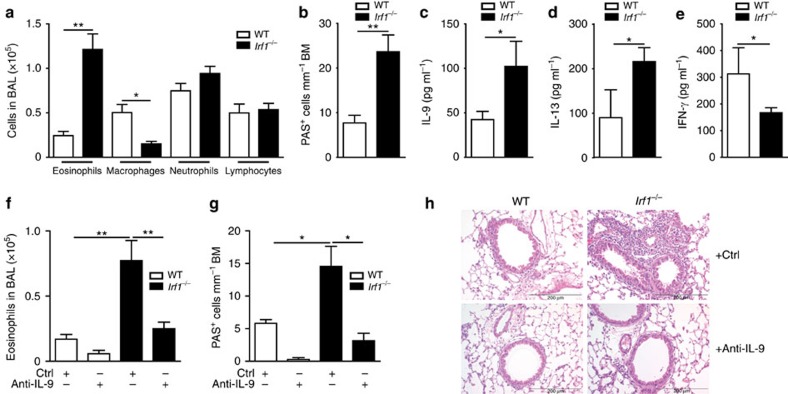
The IFN-γ/IRF1 pathway restricts Th9-dependent allergic airway inflammation. WT or *Irf1*^*−/−*^ Th9 cells treated with IFN-γ were adoptively transferred into *Rag2*^*−/−*^ mice, which were then challenged with nebulized OVA in the absence or presence of IL-9-neutralizing monoclonal antibodies (anti-IL-9) or control rat IgG (Ctrl) antibodies as outlined in Supplementary Fig. 6. (**a**,**b**,**f**,**g**) Cell numbers in the BAL fluid are displayed. (**b**,**g**) Numbers of mucus-producing goblet cells evaluated by periodic acid-Schiff staining. (**c**–**e**) Lung cells were stimulated with 2 mM OVA_323–339_ for 3 days. IL-9, IL-13 and IFN-γ production was determined in supernatants by ELISA. (**h**) Tissue inflammation was evaluated with haematoxylin and eosin staining, original magnification × 100. (**a**–**g**) Data are shown as the mean±s.e.m. of 10–15 mice combining two independent experiments. (**a**–**h**) The experiments were repeated four times with consistent results. *P<0.05, **P<0.005 by one-way ANOVA with Tukeýs post-test (**a**,**b**,**f**,**g**) or one-tailed Student's *t*-test (**c**–**e**).

**Figure 6:**
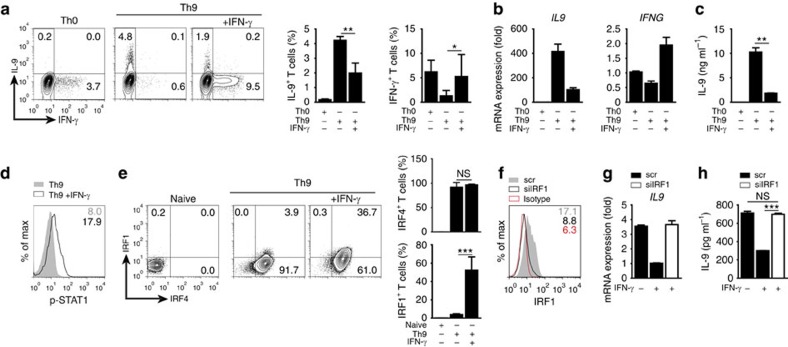
IFN-γ/STAT1-induced IRF1 suppresses IL-9 production in human Th9 cells. Naive CD4^+^CD25^*−*^CD45RA^+^CD45RO^*−*^ T cells were isolated from human PBMCs and cultured under Th0 or Th9 conditions in the presence or absence of human IFN-γ as indicated. (**a**) Intracellular staining for IL-9 and IFN-γ after 3 days of culture (bars to the right give mean±s.d. of three independent experiments). (**b**) Expression of *IL9* and *IFNG* mRNA on day 2 in Th0 and Th9 cells; results were normalized to *18S* and are presented relative to Th0 cells. (**c**) ELISA of IL-9 in supernatants of Th0 and Th9 cultures after 3 days. (**d**) Phospho-flow for p-STAT1 in Th9 cells with or without IFN-γ treatment, day 2 of culture (values show mean fluoresence intensity). (**e**) Intracellular staining for IRF1 and IRF4, day 2 of culture (bars to the right give mean±s.d. of three independent experiments). (**f**–**h**) Human naive CD4^+^CD25^*−*^CD45RA^+^CD45RO^*−*^ T cells were activated under Th0 condition for 16 h, then transfected with scrambled (scr) or IRF1-specific siRNA (siIRF1) and then cultured for further 72 h under Th9 conditions with/without IFN-γ. (**f**) Intracellular staining of IRF1 in scr- or siIRF1-transfected cells 24 h post transfection upon culture under Th9 conditions with IFN-γ. (**g**) Expression of *IL9* mRNA in transfected cells at 48 h post transfection; results were normalized to 18S and are presented relative to Th9 cells treated with scr siRNA and IFN-γ. (**h**) ELISA of IL-9 in supernatants of transfected cells 72 h post transfection. (**a**–**h**) Data are representative of three independent experiments with different donors; *P<0.05, **P<0.005, ***P<0.001 (two-tailed Student's *t*-test).

How the deposited data were processed for this re-analysis (not part of the article)

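The samples were 3 WT and 3 Irf1-/- cultures of mouse T cells kept for 2 days under Th9 conditions with IFN-γ at 5 ng per ml, compared by RNA-Seq. The authors aligned the reads to GRCm38 with STAR, counted them on Ensembl genes with featureCounts and tested them with DESeq2. The deposited signal is a table of normalized counts, in which the authors had divided each count by a size factor of its library. All 6 columns held whole multiples of a single step, and the reciprocal of the step, from 0.721 to 1.63, equalled the size factor that DESeq2 computed from the recovered reads. Whether the counting used strand, and how reads matching several genes were treated, was not stated in the paper's text, so that values of overlapping genes and close paralogs are uncertain.

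The reads on genes ranged from 6381576 to 13348230 in WT libraries, with a median of 6611536, and from 5639788 to 12423511 in Irf1-/- libraries, with a median of 6595597. A value of 3 reads corresponded to a normalized count between 1.84 and 4.16, and groups at or under 3 reads were given only as bounds. Gene symbols and coordinates came from the reference tables by Ensembl identifier, and 52 tested genes had no symbol.

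Differences between genotypes were tested in R 4.3.3 with limma 3.58.1, by eBayes with a mean-variance trend on the log2 of the normalized count plus 1, on genes with a mean of at least 10, with Benjamini-Hochberg adjustment over the 11379 genes. The unit called for limma rather than a count model, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads served as alternatives. Gene lists were tested with camera at a preset correlation of 0.01, and with fry, an estimated correlation and fgsea 1.28.0 as alternatives. The lists of 68 IFN-γ-inducible, 24 Th1-associated and 26 Th9-associated genes were written from general knowledge of the field and are not the paper's sets, and a further set was taken from Supplementary Data 1, in which the gene column was shortened for 28 of 198 terms. The share of called genes within 5 Mb of Irf1 was compared with that of other genes by Fisher's exact test. Markers of CD8 T, B, myeloid and NK cells were listed for checks of other cell types.

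The models, the lists, the thresholds and the alternatives were set before the data were examined, except where the text says that a choice came after seeing the data. Genes are named if the paper names them for these cells, if they belong to a list, or if they are among the 5 largest log2 fold changes in each direction with an adjusted p below 0.05, a mean of at least 100 in the higher group and no overlap between the groups. The alternatives were pseudocounts of 0.1 and 10, no filter or a mean of at least 50, quantile normalization, TMM factors, no trend, a block for the replicate number, edgeR, DESeq2, each library left out in turn, and windows of 2 and 10 Mb.

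In simulated data 200 of 11379 genes were changed 2-fold. Of these, limma called 84.5% in the right direction with 10 calls among unchanged genes. The values were 83.0% with 9 for edgeR and 82.5% with 9 for DESeq2. Most real calls were smaller, with a median size of 0.41 on the log2 scale, and their recovery was not tested. The simulation also left out the uneven distances between the real libraries. With no gene changed, limma called 2 genes. Of 200 unchanged sets, camera gave a p below 0.05 for 3. The simulated genes varied independently, so this does not check the preset correlation. The ChIP-Seq data of the study were not used here.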

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

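The tests of an exchange of libraries, of interferon genes near Irf1 and of strain variants were chosen only after the results they bear on had been seen.

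Y-linked transcripts, which the paper does not discuss, were abundant in WT replicates 1 and 2 only. Ddx3y had 848.6 normalized counts in WT replicate 1 and 938.9 in WT replicate 2, and at most 4.16 in the other 4 libraries. Xist had 18331 in WT replicate 3 and from 16974 to 19404 in the Irf1-/- libraries, against 2.50 and 6.01 in WT replicates 1 and 2. The paper's methods describe sex-matched mice. If the cells came from mice of both sexes, X-linked genes that escape inactivation would also be higher with Xist, and 3 of 4 such genes (Kdm6a, Eif2s3x and Kdm5c, but not Ddx3x) were higher in all 4 libraries with Xist. An exchange of WT replicate 3 with an Irf1-/- library is argued against by its values at the 2807 genes called without it, 74.2% of which lay nearer the other WT libraries. The values are consistent with WT cells from mice of both sexes and Irf1-/- cells from females. Sex and genotype are therefore partly confounded, and a biological effect of sex on other genes stays open.

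The myeloid transcript Lyz2 had 558.9 normalized counts in Irf1-/- replicate 2, against 7.03 to 133.7 in the other 5 libraries. All 6 myeloid markers were highest in that library, and cells of the myeloid lineage in that culture are a candidate source. Of the 11 detected genes of a second list of 12 myeloid transcripts, 9 were highest in the same library. Fcer1g and Tyrobp, which such cells express abundantly, reached only 4.16 and 8.32 there, and Ctss and Mpeg1 were higher in WT cells, so the source cannot be told apart from other differences of that culture. No biological explanation was tested.

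Within 5 Mb of Irf1 on chromosome 11, 35 of 98 tested genes (35.7%) were called at an adjusted p below 0.05 in limma, against 2659 of 11228 (23.7%) elsewhere (Fisher's exact test, two-sided, p = 0.00828). Clustering of called genes along the genome in general is argued against only narrowly, since 4.49% of 6706 windows around other tested genes held a share as large. Interferon-inducible genes make part of the excess: without the 8 genes of the interferon lists the share was 31.1% (28 of 90, Fisher's exact test, p = 0.103), which neither excludes them as the cause nor settles it. Strain variants carried along with the targeted allele may also raise the share near Irf1. From 5 to 10 Mb away it was 24.4% (21 of 86), but these explanations cannot be told apart without the sequences of the cells. Among the called genes nearest to Irf1, chosen after their values were seen, Gm17334, annotated inside Irf1 on the other strand, rose from 26.2 to 134 normalized counts, where reads could also come from Irf1 itself if the counting ignored strand.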

How the results depend on the processing

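Irf1, Gbp2, Il12rb1, the IFN-γ-inducible list and the IRF1-bound genes of Supplementary Data 1 kept their direction and their side of the threshold under every alternative run, as did Il9. Over the alternatives set in advance, the log2 fold change lay between -0.83 and -0.70 for Irf1, -5.46 and -4.65 for Gbp2, and -1.37 and -1.22 for Il12rb1, and the median between -0.63 and -0.49 for the IFN-γ-inducible list and -0.28 and -0.23 for the IRF1-bound genes.

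The counts of called genes moved more. At an adjusted p below 0.05, the fit without a trend called 807 lower genes. Leaving out each library in turn gave 824 to 1471 lower and 805 to 1380 higher genes, and the lowest numbers came without WT replicates 1 and 2 and Irf1-/- replicate 2, in fits with fewer samples. At p below 0.01, adjusting p left 657 lower and 627 higher genes. DESeq2 called 1065 and 903 at an adjusted p below 0.05, and 1903 of the 2699 genes remained called.

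With a replicate block 2116 lower and 1893 higher genes were called. The replicate numbers mark no shared animal, and the correlations of the deviations of same-numbered libraries were 0.0922, 0.269 and 0.321, of which the first is too low for the numbers to pair the samples.

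The alternatives that follow were chosen after seeing the data. With the Y-linked level as a covariate, 772 lower and 584 higher genes were called at an adjusted p below 0.05, and 728 higher genes at p below 0.01. With library size as a covariate there were 2190 and 1956, and with replicate 3 against replicates 1 and 2 as a covariate 2198 and 1948. With replicate 3 and the Y-linked level as covariates 854 higher genes were called. With replicates 1 and 2 of each group averaged as 1 sample there were 392 and 412, and 665 and 681 at p below 0.01. DESeq2 at an adjusted p below 0.01 called 698 and 579, or 695 and 576 with a beta prior. Sex was tested as the cause of the smaller numbers with the Y-linked level, without a decision, and the causes of the other changes were not tested.

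The median of the Th1-associated list changed sign, without passing the threshold, to 0.0465 with no filter and 0.0150 with replicates 1 and 2 averaged, and lay between -0.14 and 0.01 with each library left out, above 0 without Irf1-/- replicate 1 (0.00618) and replicate 2 (0.0138). The Th9-associated list no longer passed with the correlation estimated from the data (median 0.14, p = 0.0677) and, chosen after seeing the data, in the 4 smaller libraries (0.16, p = 0.0728) and with GC content and length trends removed (0.12, p = 0.132). Within 2 Mb of Irf1 the share of called genes was 35.6% (Fisher's exact test, p = 0.0778), with fewer genes tested. Ifng and Il5, neither of them called, turned to 0.0401 and 0.0765 without Irf1-/- replicate 2, with lowest values of -0.71 and -0.35 among the fits that each left out 1 library, and Il13 turned to -0.0587 in the 4 smaller libraries. The cause of the changes in these 3 genes was not tested.

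Among the other named genes, 41 of the values under alternatives set in advance lost an adjusted p below 0.05 and 5 gained it. In 598 the direction and the side of this threshold were the same, whatever the size, and 2 changed sign. Irf4 passed the threshold under 5 of its 16 such alternatives.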

Differences from the paper's values

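The paper's number of downregulated transcripts is 735, at P below 0.01, and the number of genes lower in Irf1-/- cells at an unadjusted p below 0.01 in limma was 1342. The paper's number of upregulated transcripts is 604, against 1222. The paper does not say whether its P was adjusted, so its counts and those from limma may rest on unlike thresholds. Of the alternatives set before the data were examined, an adjusted p below 0.01 brought both within 1.5 times the paper's values, with 657 and 627. For the lower genes, so did the fit without a trend (924) and the fits without WT replicate 1 (940), WT replicate 2 (955), Irf1-/- replicate 1 (1072) and Irf1-/- replicate 2 (994). The other alternatives set before the data were examined did not at an unadjusted p below 0.01.

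In all, 31 settings were run at 3 thresholds each, and in 27 of these 93 pairs of counts both numbers fell within 1.5 times the paper's, so that a match singles out no setting. DESeq2, the tool named in the paper's methods, at their false discovery rate of 0.05 gave 1065 and 903. At an adjusted p below 0.05 the fits without WT replicate 1 (824 and 814), WT replicate 2 (824 and 805) and Irf1-/- replicate 2 (895 and 810) also did so. At an adjusted p below 0.01, a pairing with these alternatives that was made after seeing the values, so did pseudocounts of 0.1 (655 and 624) and 10 (662 and 633), no filter (708 and 658), a mean of at least 50 (619 and 540), quantile normalization (537 and 624), TMM factors (683 and 643), edgeR (659 and 619), DESeq2 (698 and 579), and the fits without WT replicate 3 (779 and 796) and Irf1-/- replicate 3 (714 and 551). As settings chosen after seeing the values, so did the Y-linked level as a covariate at an adjusted p below 0.05 (772 and 584) and at p below 0.01 (930 and 728), replicates 1 and 2 averaged at p below 0.01 (665 and 681), and at an adjusted p below 0.01 the genes off chromosomes X and Y (660 and 626), GC content and length trends removed (541 and 471), and replicate 3 with the Y-linked level as covariates (714 and 540). Also chosen after seeing the values, DESeq2 with a beta prior gave 1061 and 898 at an adjusted p below 0.05 and 695 and 576 at 0.01, or 1068 and 901, and 701 and 580, with independent filtering set at 0.1 or 0.01.

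A single number of the pair came within 1.5 times the paper's in some further settings. At an adjusted p below 0.05 these were the lower genes in the fits without a trend (807) and without Irf1-/- replicate 1 (1003), and, chosen after seeing the values, the higher genes with replicates 1 and 2 averaged (412) and with replicate 3 and the Y-linked level as covariates (854, and 888 at p below 0.01).

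The paper states that Th1 signature genes were enriched among the genes higher in WT cells. The Th1-associated list used here, which is not the paper's set, had a median log2 fold change of -0.02 with a camera p of 0.718.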

Other observations

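The tests of sex on the gene lists, of WT cells or Irf1-/- RNA mixed into cultures, of a difference common to both replicate 3 libraries and of a library listed under both of a pair of numbers were chosen only after the results they bear on had been seen.

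Of the 10 splits of the 6 samples into 3 against 3, only the split by genotype gave as many genes as observed, 1 of 10 for the lower and for the higher genes at an adjusted p below 0.05 and at an unadjusted p below 0.01. It was also 1 of 10 for the camera p of the IFN-γ-inducible list, of the Th9-associated list and of the IRF1-bound genes, and 8 of 10 for the Th1-associated list. With 10 splits the share is never under 0.1, so this design does not allow a smaller value.

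The lower median of the IFN-γ-inducible list is not accounted for by GC content or transcript length, since it stayed at -0.60 with both trends removed, nor by library size, since it was -0.69 in the 2 larger libraries. With the Y-linked level as a covariate it was -0.67. That fit sets the Irf1-/- libraries against WT replicate 3 alone, the only WT library without Y-linked transcripts. It argues against the sex of the mice as the cause only as far as that library can. For the Th9-associated list the median was 0.18 with the same covariate. It again rests on WT replicate 3 alone on the WT side, so it does not decide on sex. GC content and length also stay open, the median being 0.12 and no longer past the threshold with these trends removed.

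With the Y-linked level as a covariate fewer genes were called in limma. That model sets WT replicate 3 apart and called 1356 genes, while the models that set WT replicate 1 or 2 apart called 971 and 837. The numbers do not decide on sex as the cause, since the model that sets WT replicate 3 apart takes the spread of the WT group from WT replicates 1 and 2 alone, the closest pair. Sex stays open as a biological explanation.

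WT replicate 3 lay nearer to the Irf1-/- libraries than the other WT libraries did. At genes called without it, its median position was 22.8% of the way to the Irf1-/- mean, against 0.23% for WT replicate 1 and 2.23% for WT replicate 2, each at genes called without it. At the 3905 genes called in the 4 smaller libraries, WT replicate 3 moved 15.7% of the distance toward Irf1-/- and Irf1-/- replicate 3 moved -7.47% away from WT. This does not decide on a difference common to both replicate 3 libraries, since genes chosen for a large difference in the other libraries draw both inward. On the second principal component these libraries lay together, at -20.9 and -19.1, so such a difference stays open. Irf1-/- RNA mixed into WT replicate 3 may lower genes nearly absent from Irf1-/- cells. Over 14 such genes the median level was 82.1% of the other WT libraries, but 4 of them are Y-linked and 0 in WT replicate 3, so that this median does not report on a mixture. Over the 10 autosomal genes, a choice made after the first value was seen, it was 103%, from 71.0% for Gbp4 to 129% for Pla2g16. With 10 genes in 1 library spread this far, a mixture cannot be told apart from other differences of that culture. Sex, which sets the same library apart within the WT group, stays open as a biological explanation.

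WT replicates 1 and 2 were far closer to each other than to WT replicate 3, with a chi-square per degree of freedom of 1.28 between their counts, where sampling noise alone gives 1, against 7.28 and 7.19 with WT replicate 3. The chi-square probability of 1.28 is 7.16e-85 under sampling noise alone, but this covers counting error only, and duplicated reads or separate sequencing runs also raise the value. By this value alone, separate cultures cannot be told apart from one library sequenced under both numbers. Among the myeloid transcripts, Lyz2 had 11.23 normalized counts in WT replicate 1 and 96.18 in WT replicate 2. Cd14 had 3.74 and 30.05, and Apoe 107.33 and 186.34. Cd68, Ctss and Fcer1g were not higher in WT replicate 2. For the genes that differed, these values argue against one library under both numbers. Library size does not account for the closeness of WT replicates 1 and 2. Thinned to 5625624 reads each, WT replicates 1 and 3 still had a value of 5.24 and WT replicates 1 and 2 a value of 1.24. Irf1-/- replicates 1 and 2 had 1.78, against 5.96 and 6.84 with Irf1-/- replicate 3. No biological explanation was tested.

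Reads on Irf1 in the Irf1-/- libraries could come from WT cells in the cultures. Iigp1, Gm12250 and Gbp2 summed to 1.13% of their WT level there, far below the 58.4% that Irf1 kept, which argues against this. Transcripts from the targeted allele stay open and were not tested.

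Other genes that the paper names in Th9 cells without this data were read from the same table. Batf had a log2 fold change of 0.38 (adjusted p = 0.00559 from limma, 9.55e-05 to 0.0351 over 16 alternatives) and Tbx21 of -0.36 (0.0108, 1.84e-05 to 0.0657). Of the alternatives chosen after seeing the data, Batf was not called with the Y-linked level as a covariate (0.0576), with replicates 1 and 2 of each group averaged as 1 sample (0.0523) and with GC content and length trends removed (0.24, adjusted p = 0.0700 from limma). The call of Tbx21 was lost without WT replicate 1 (0.0545), without WT replicate 2 (0.0562) and without a trend (0.0657). With the Y-linked level as a covariate, chosen after seeing the data, Tbx21 had -0.17 (0.220 from limma). Gata3 had 0.06 (0.769 from limma) and Foxp3 0.89 (5.80e-05 from limma), and Spi1 had a mean normalized count of at most 1.32 in either group. Irf4 had 0.23 (0.0602 from limma, 5.80e-04 to 0.228 over 16 alternatives) and was called in 5 of them: without WT replicate 3 (5.80e-04), with a replicate block (9.61e-04), with quantile normalization (0.0157), with TMM factors (0.0495) and in DESeq2 (0.0362). Of the alternatives chosen after seeing the data, it was called with library size as a covariate (1.33e-04), with GC content and length trends removed (0.0238) and in DESeq2 with a beta prior (0.0363). It was also called in the 4 smaller libraries (0.29, adjusted p = 6.71e-09 from limma). That p rests on the small spread between replicates 1 and 2 of each genotype. It leaves out WT replicate 3, whose 11770 normalized counts lay within the Irf1-/- values of 11640 to 12673. Il4 had -2.15 (0.00113 from limma). Il13 and Ifng were not called, with 0.15 and -0.36. Cyp11a1, chosen after its values were seen, had 2.00 (2.22e-06 from limma).

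Markers of other cell types were low in most libraries. Ncr1 and Klrb1c of the 4 NK cell markers were at 0 in all 6 libraries, and Klrd1 and Gzma reached at most 5.97 and 6.24 normalized counts. Of the 2 CD8 T cell markers, Cd8a reached 4.99 and Cd8b1 38.1. Among B cell markers, Ighm had a mean of 672 in WT and 461 in Irf1-/- cells, while Ms4a1, Cd79a, Cd79b and Igkc had means of at most 20.5.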
